# Identification of Regulatory Elements in Primary Sensory Neurons Involved in Trauma-Induced Neuropathic Pain

**DOI:** 10.1007/s12035-023-03673-5

**Published:** 2023-10-04

**Authors:** Kimberly E. Stephens, Cedric Moore, David A. Vinson, Bryan E. White, Zachary Renfro, Weiqiang Zhou, Zhicheng Ji, Hongkai Ji, Heng Zhu, Yun Guan, Sean D. Taverna

**Keywords:** Dorsal root ganglion, Neuropathic pain, Chronic constriction injury, CEBPG, Chromatin accessibility, Epigenetics

## Abstract

Chronic pain is a significant public health issue that is often refractory to existing therapies. Here we use a multiomic approach to identify cis-regulatory elements that show differential chromatin accessibility and reveal transcription factor (TF) binding motifs with functional regulation in the rat dorsal root ganglion (DRG), which contain cell bodies of primary sensory neurons, after nerve injury. We integrated RNA-seq to understand how differential chromatin accessibility after nerve injury may influence gene expression. Using TF protein arrays and chromatin immunoprecipitation-qPCR, we confirmed C/EBPγ binding to a differentially accessible sequence and used RNA-seq to identify processes in which C/EBPγ plays an important role. Our findings offer insights into TF motifs that are associated with chronic pain. These data show how interactions between chromatin landscapes and TF expression patterns may work together to determine gene expression programs in rat DRG neurons after nerve injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-023-03673-5.

## Introduction

Nerve injury–induced chronic pain is characterized by complex activity–dependent plasticity and heightened excitability of sensory neurons which is mediated by changes to gene transcription. This context-dependent regulation of enhanced and/or repressive gene expression requires coordinated transcription factor binding to *cis*-regulatory elements (CREs). However, the regulatory landscape which orchestrates these transcriptional changes in the context of nerve injury is just starting to be addressed [1].

Epigenetic mechanisms are well-established regulators of a wide variety of physiological and pathological processes [2]. One major pathway of epigenetic modulation is the targeted addition or removal of small chemical post-translational modifications (PTMs) on individual nucleosomes [3, 4]. These histone PTMs can help alter the positioning of individual nucleosomes and, therefore, facilitate access to CREs. Mono-methylation of the lysine residue at position 4 on histone H3 (e.g., H3K4me1) is one such histone PTM. H3K4me1 is enriched at CREs and facilitates recruitment of the cohesin complex and other remodeling machinery which increases the accessibility of the targeted DNA sequence to relevant transcription factors [5, 6]. While some pioneer transcription factors can recognize and bind to CREs within nucleosomal DNA, recognition of CREs by non-pioneer transcription factors requires the target sequence to be unobscured [7]. Therefore, potential active CREs could be identified by assays that identify accessible chromatin, such as the Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) [8, 9].

Here, we comprehensively mapped H3K4me1 enrichment and chromatin accessibility at CREs in the lumbar DRGs in a well-established rat model of neuropathic pain induced by chronic constriction injury (CCI) of the sciatic nerve and naïve rats. We further integrated RNA-seq profiles to understand how differential chromatin accessibility after physical nerve injury may influence gene expression. We confirmed binding by the CCAAT enhancer binding protein gamma (C/EBPγ) to a CRE with differential accessibility in our nerve-injury model and identified the biological processes in which C/EBPγ plays an important role. These data provide valuable resources for our understanding and the further investigation of injury-induced changes in the regulatory landscape in primary sensory neurons.

## Results

### Genome-Wide Identification of Chromatin Accessibility in Naïve and Injured DRGs

Adult (i.e., 8–10 weeks old) female Sprague Dawley rats underwent CCI surgery or were left unperturbed (i.e., naïve control). At 14 days following surgery, the ipsilateral lumbar (L4-L6) DRGs were removed from both groups. To identify regions of chromatin accessibility, we first performed ATAC-seq on the DRGs from naive rats and CCI rats (Fig. 1).

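ATAC-seq uses the Tn5 transposase to insert adaptors into open chromatin, so that the number of reads over a region measures its accessibility. Libraries from 2 CCI rats and 3 naive rats were analysed, each made from the ipsilateral DRGs of 1 rat, with the CCI rats sampled 14 days after surgery. The authors aligned paired reads to the rat genome rn6, removed duplicates and deposited the normalized reads of each library in 186719 accessible regions on 21 chromosomes. These regions were 150 to 4028 bp long, with a median of 245 bp, and covered 64.1 Mb. Each deposited value was the number of reads over a region divided by a size factor for the library, namely its uniquely aligned reads over those of the smallest library, naive rat 2. Multiplying by the size factors gave whole numbers of reads for 100% of the values in every library. Accessibility was compared on the log2(normalized reads + 1) scale with limma's moderated test with a mean-variance trend, which was two-sided and set the 2 CCI rats against the 3 naive rats. This scale understates the change of regions with few reads. The test covered the 58445 accessible regions that overlapped a region enriched for H3K4me1, and a region was counted as differentially accessible at an unadjusted p below 0.01. Adjusted p-values were obtained by the Benjamini-Hochberg method over these 58445 regions. For any single region, an exact permutation test of 2 rats against 3 cannot give a p below 0.1.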

**Fig. 1:**
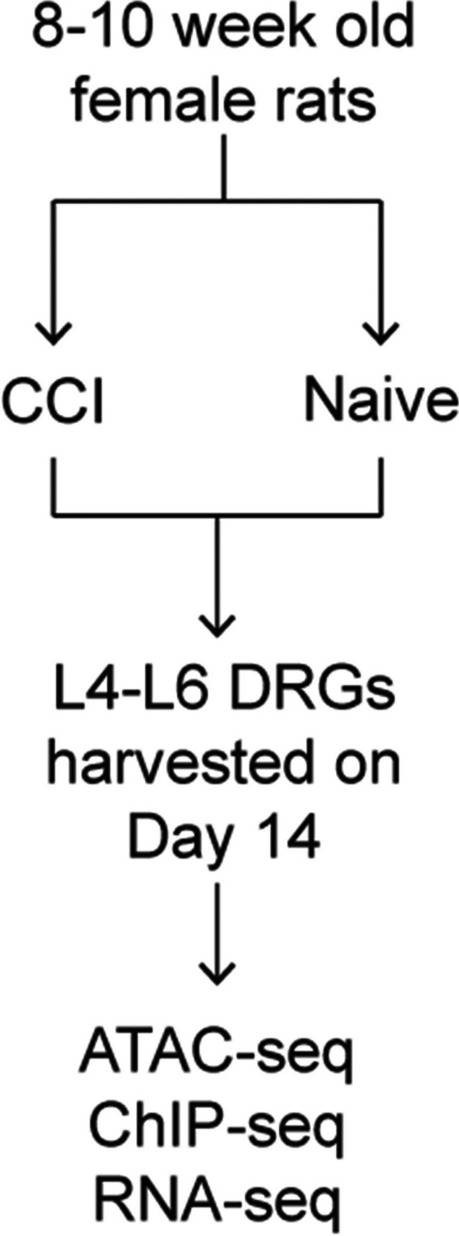
Chromatin accessibility in the rat DRG. Schematic of the experimental approach

Two (naïve group) or three (CCI group) biological replicates were processed for a total of five ATAC-seq libraries. These libraries were sequenced to an average depth of 50.6 million total reads and generated 32 million unique reads that aligned to the rat genome (Online Resource 4). 

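Uniquely aligned reads, as the paper reports them, numbered 25835648 and 37670936 in CCI rats 1 and 2, and 52784737, 17246257 and 26244975 in naive rats 1, 2 and 3. The size factors ranged from 1 in naive rat 2 to 3.06 in naive rat 1. The reads recovered over the accessible regions ranged from 4633807 in naive rat 2 to 13248437 in naive rat 1, with 7692994 in CCI rat 1, 9304710 in CCI rat 2 and 6382154 in naive rat 3. These were between 24.3% and 29.8% of the uniquely aligned reads of each library. In the regions that overlapped H3K4me1, the median number of reads per region was 35 in CCI rat 1, 43 in CCI rat 2, 57 in naive rat 1, 20 in naive rat 2 and 29 in naive rat 3. The lowest value in every library was 1 read, so that regions with no read and regions with 1 read could not be told apart. The share of regions at this lowest value was 5.81% in naive rat 2, the smallest library, and 0.0321% in naive rat 1, the largest.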

We visualized the extent of similarity/dissimilarity of chromatin accessibility of the individual samples using the first two principal components from the principal component analysis of all genes (Online Resource 1A). The first two principal components accounted for approximately 62% of the total variance among the samples and produced distinct clusters of the samples by treatment group (i.e., naïve vs. CCI). 

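PCA of log2(normalized reads + 1) over the 186719 accessible regions, with each region centred, placed 34.7% of the variance on the first component and 27.6% on the second, 62.3% in total. The first component separated the 2 CCI rats from the 3 naive rats. The second component did not separate the groups. Among the settings tried, quantile normalization moved the total most, to 57.2%. Pearson correlations between rats of the same group over these regions were 0.811 to 0.851, and those between a CCI rat and a naive rat were 0.783 to 0.811. These correlations were taken across regions, which are not independent replicates.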

We used MACS2 to call peaks that represent genomic regions of chromatin accessibility in each sample. A total of 118,329 unique regions of chromatin accessibility were identified in the CCI rats and 123,738 in the naive group. To ensure the stringency of our analysis, we only considered reproducible regions (Methods; Online Resource 1B). A total of 62,854 unique genomic regions of chromatin accessibility were identified across both naïve and CCI rats. Consistent with known enrichment profiles of active regulatory elements, the distance between chromatin-accessible regions and TSS of the nearest gene suggests that these regions are concentrated in CREs (i.e., introns, intergenic regions) (Online Resource 1C, D). A smaller proportion of accessible regions was found in promoters and TSS of annotated genes. However, the ATAC-seq peaks near the TSS were of greater intensity than non-TSS peaks, which supports previous studies that find greater accessibility of chromatin around the TSS than in surrounding genomic regions [10].

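Distances to the nearest TSS were available only for the regions of Online Resource 6, which lists the paper's 2145 differentially accessible regions. Such regions do not stand for accessible regions in general. Intensity near the TSS was measured over the 1998 of them that could be read, all of which overlapped an H3K4me1 region. Of these, 675 lay within 1 kb of a TSS and 1323 lay farther away. In each of the 5 rats, the median normalized reads of the regions near a TSS were divided by the median of the other regions. This ratio was 2.66 ± 0.308 (SD, n = 5) and ranged from 2.40 in naive rat 1 to 3.16 in CCI rat 1. Regions near a TSS were also longer, with a median of 978 bp against 633 bp. Counting reads per base of region length moved the ratio most, to 1.70 ± 0.152 (SD, n = 5), which was above 1 in every rat.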

### Differential Accessibility at Gene Promoters Is Associated with Nociceptive Processes

Analyses of our ATAC-seq on the DRGs from naive and CCI rats identified a union of 6809 unique regions of open chromatin in annotated gene promoters between the groups (Fig. 2a). Most (96.7%) of these promoter regions were accessible in both the CCI and naive groups (Fig. 2a). The promoter regions of 108 genes contained open chromatin that was CCI-group specific, whereas 117 were naïve group-specific. Gene ontology (GO) analysis revealed that the 108 genes with CCI-specific accessibility were enriched for pain- and sensory-related processes (Fig. 2a). Genes associated with the top 5 biological processes (as ranked by the *p*-values) have well-established roles in persistent pain (e.g., the sodium voltage-gated channel Scn11a, and the transient receptor potential cation channels Trpv1 and Trpa1) (Fig. 2b). 

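The gene *Scn11a*, which encodes a voltage-gated sodium channel, has an accessible region on chromosome 8 of rn6 from 128521066 to 128521432, which Online Resource 5 places 140 bp upstream of its TSS. The 2 CCI rats had 45 and 56 reads over this region, and the 3 naive rats had 23, 6 and 19. Normalized reads were 27.8 ± 3.11 (SD, n = 2) after CCI and 8.67 ± 3.40 (SD, n = 3) in naive rats. The log2 fold change was 1.63 (standard error 0.412, limma's Benjamini-Hochberg adjusted p = 0.0264). Both CCI rats lay above all 3 naive rats. With each rat left out in turn, the log2 fold change ranged from 1.42 to 1.90. A pseudocount of 10 in place of 1 moved it most, to 1.03. The accessible regions in the same 1 Mb window of chromosome 8 had a median log2 fold change of 0.56. Once the median of the window was removed from each rat, the log2 fold change of the *Scn11a* region was 1.08, which was still past the unadjusted threshold of 0.01. RNA-seq values for *Scn11a* were not analysed here.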

For example, DRGs from CCI rats showed higher accessibility at the *Scn11a* promoter than the DRGs from naïve rats (left panel, Fig. 2c), and this accessibility was associated with the higher gene expression (right panel; Fig. 2c).

**Fig. 2:**
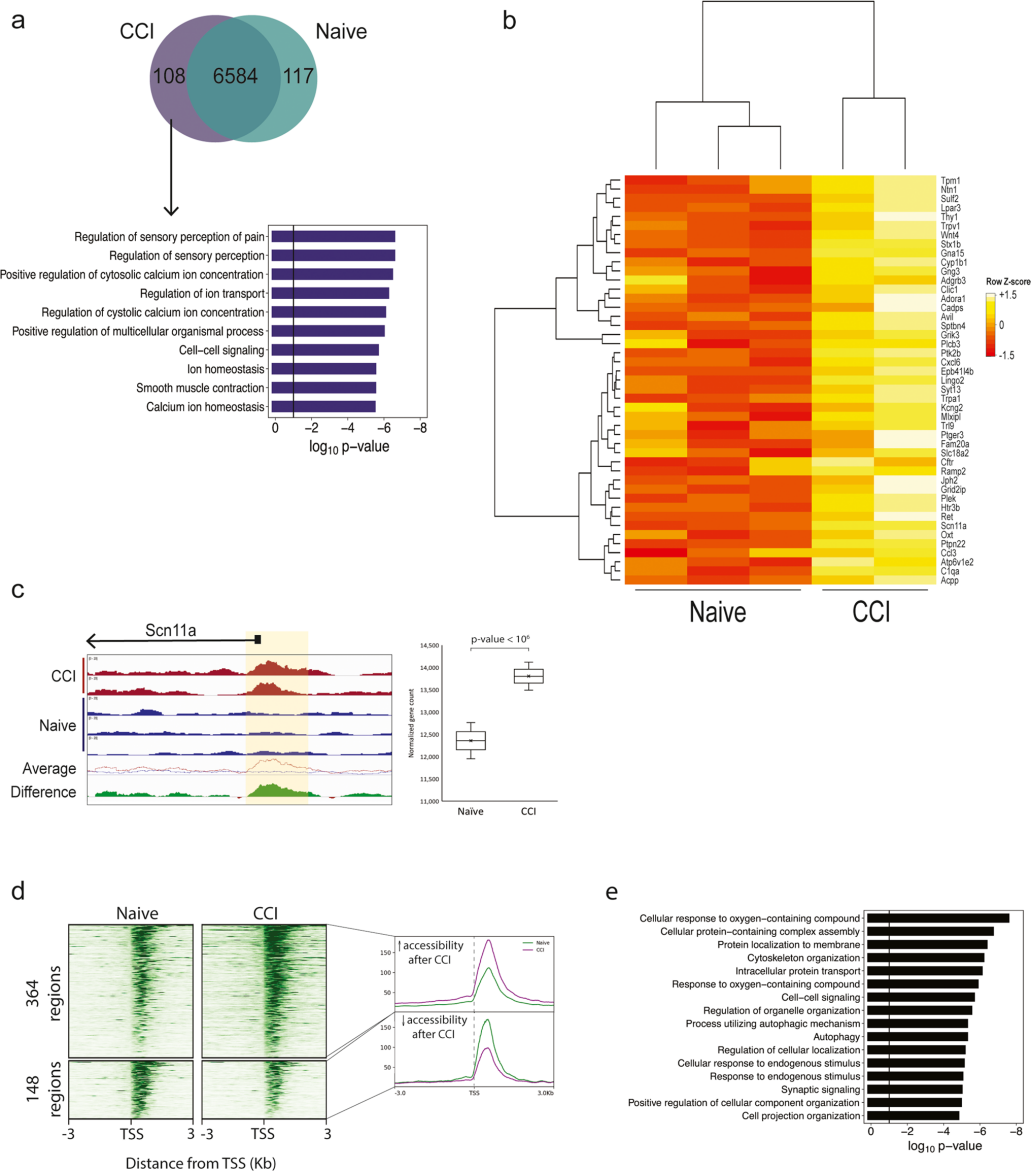
Changes in chromatin accessibility at gene promoters. **a** Venn diagram shows the overlap of naive and CCI accessible regions at annotated gene promoters (top). Bar plot showing the top 10 enriched Gene Ontology Biological Processes identified from 108 peaks associated only with annotated promoters in DRGs from CCI rats (bottom). The threshold for statistical significance was set to *p*-value < 0.01 (black horizontal line). **b** Heatmap that shows the normalized accessibility and hierarchical clustering of the gene promoters that were enriched in the top 5 GO terms from **a**. **c** Normalized chromatin accessibility tracks at the Scn11a gene promoter (chr8:128,519,864-128,522,250). The individual and averaged ATAC-seq signal of the normalized bigwig files for each sample as displayed from the Integrated Genomics Viewer (left). The “difference” track was created by subtracting the average track from the naïve group from the average track of the CCI group. Green indicates an increase in accessibility in the CCI group compared to naïve. The region highlighted in yellow (chr8:128,521,066-128,521,432) indicates the differentially accessible region between the naïve and CCI samples. A box plot of the normalized, log_2_ transformed gene expression of Scn11a for each sample is provided on the right. **d** Heatmap of read density for all DARs at the promoter in the CCI and naïve groups with increased accessibility (top panels) and decreased accessibility (bottom panels). Each row represents one promoter region and the regions are aligned to the transcription start site for each gene. The color intensity represents the magnitude of chromatin accessibility. The average read density across all regions for each heatmap is shown on the right. **e** Bar plot of the gene ontology analysis of the biological processes identified in promoter DARs after CCI versus naïve

Because most chromatin-accessible regions were shared in both groups, we used DiffBind to identify quantitative differences in accessibility between CCI and naïve rats. 

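Each of the 476 promoter regions listed in Online Resource 5 was found at the same coordinates among the accessible regions, and 470 of them overlapped an H3K4me1 region and were tested. With limma, 310 of the 470 promoter regions had a p below 0.01 and the direction listed by the paper. Of these, 99 were less accessible after CCI and the others were more accessible. With the median of each 1 Mb window removed from each rat, 18 of those called were more accessible and 105 less accessible. Median-of-ratios rescaling gave 317 and 144. Adjusted over all 58445 tested regions, 47 of the promoter regions had a Benjamini-Hochberg adjusted p below 0.05. Adjusted over the promoter list alone, which holds the paper's own calls on the same libraries, all 470 did. Leaving out the mean-variance trend moved the count most, to 38. With DESeq2 on the recovered reads, 433 of the promoter regions had a p below 0.01. Across the listed promoter regions, which are not independent replicates, the paper's p-values had a Spearman rho of 0.669 with those of limma and 0.991 with those of DESeq2. The log2 fold change given by the paper for each region equalled, within rounding, the log2 ratio of the group means of the deposited values.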

Of the 6809 promoters that contained a region of chromatin accessibility, 331 promoters were significantly more accessible and 145 were significantly less accessible in the CCI group when compared to the naïve group (Fig. 2d; Online Resource 5). GO analysis of the nearest annotated genes for these 476 differentially accessible regions (DARs) identified biological processes enriched in neuropathic pain (e.g., protein transport and assembly, cell signaling, response to stimulus, cell projection organization) (Fig. 2e).

### Multi-omics Analysis to Identify CREs in Distal Intergenic Regions

To identify CREs, we used ChIP-seq targeting H3K4me1. We pooled H3K4me1-enriched regions from biological duplicates of both naive and CCI rats and identified 211,440 unique peaks. 

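ChIP-seq with an antibody against H3K4me1, a histone mark of enhancers and promoters, was done on 2 CCI and 2 naive samples, each pooled from the DRGs of 3 rats. The authors aligned the reads to rn6, called broad regions with MACS2 against input, and merged the regions of the CCI and naive samples into a single list. The deposited list gives the position of each of the 211440 regions and no height, p-value or value per sample, so CCI and naive samples could not be compared and the list has no replicate error. The H3K4me1 regions were 201 to 36524 bp long, with a median of 621 bp, and covered 183.5 Mb. Of these, 52802 were at least 1 kb long.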

Most of these peaks were predominantly located in intergenic and intronic regions with the remaining peaks located near or at an annotated TSS (Online Resource 2a). A total of 58,446 (27.6%) of these 211,440 regions overlapped with one or more accessible chromatin regions identified by our ATAC-seq and were therefore included for further analyses (Fig. 3a).

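Overlap was measured with bedtools, counting any pair of regions that shared at least 1 bp. Of the 186719 accessible regions, 58445 (31.3%) overlapped an H3K4me1 region and 128274 did not. Counted from the other side, 48376 (22.9%) of the 211440 H3K4me1 regions overlapped at least 1 accessible region, and 8224 of them overlapped 2 or more. Restricting the list to H3K4me1 regions of at least 1 kb moved the number of overlapping accessible regions most, to 33775 (18.1%). When at least 50% of the accessible region had to lie in an H3K4me1 region, 49826 accessible regions remained. The paper takes the regions with both marks as putative CREs, and its methods limit the test of differential accessibility to them. However, 6 of the promoter regions listed in Online Resource 5 did not overlap an H3K4me1 region here.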

**Fig. 3:**
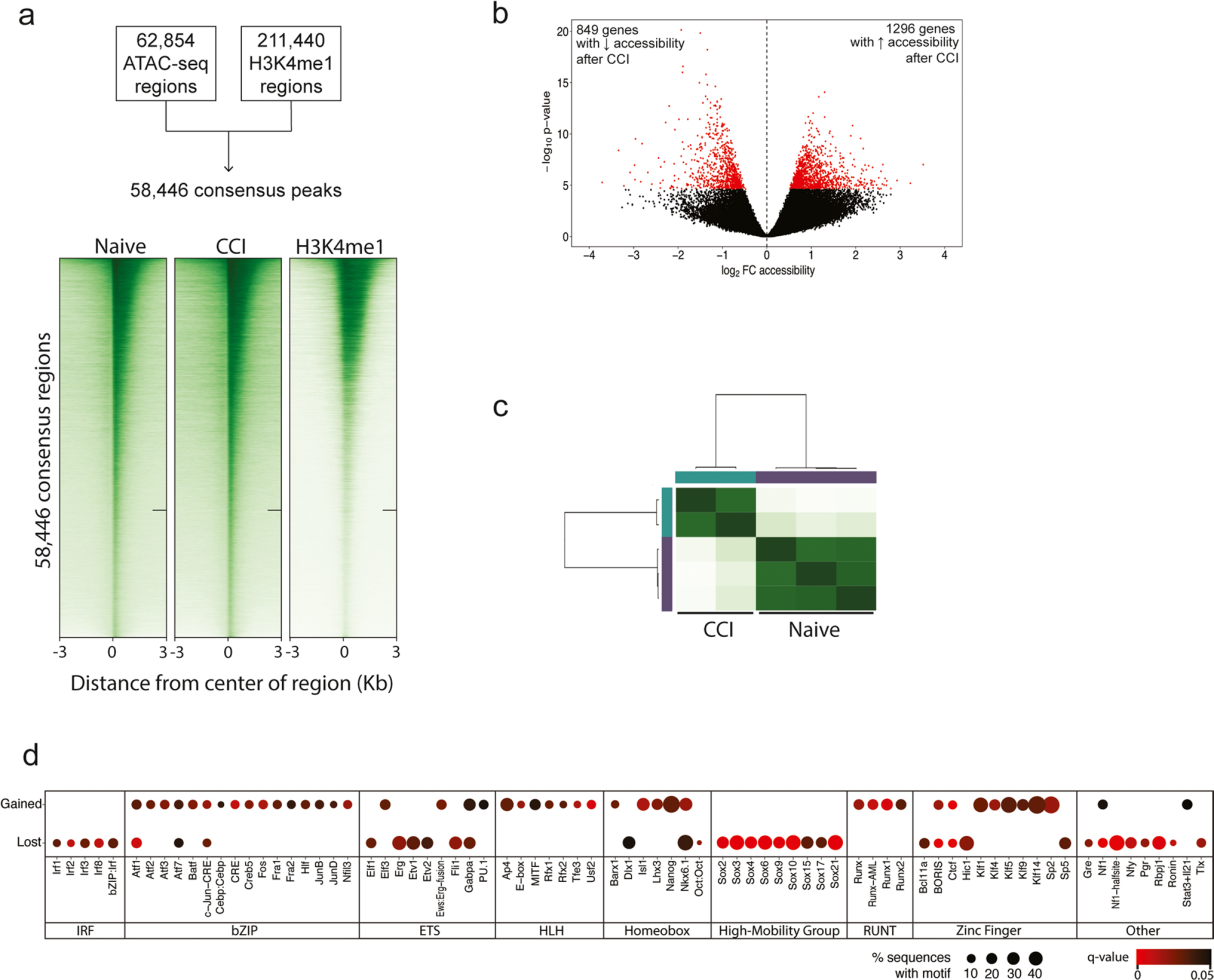
Differentially accessible regions in putative cis-regulatory regions. **a** A consensus peakset of 58,446 regions showed chromatin accessibility in regions deposited with the H3K4me1 histone modification. Heatmap of the read density of each of these regions in the naïve and CCI ATAC-seq samples and H3K4me1 ChIP-seq. Each row represents one region and the regions are aligned by its center. The color intensity represents the magnitude of read coverage. **b** Volcano plot of differential accessibility of the 58, 446 accessible regions that overlap H3K4me1. Statistically significant peaks are shown in red. **c** Correlation heatmap of the 2145 DARs. These differentially accessible regions successfully isolated regions that help us distinguish the naive from the CCI group. **d** Dot plot of the significantly overrepresented motifs in intergenic DARs in the naïve DRG and after CCI. The size of the circle represents the % of DARs that contain the motif and the color indicates the *q*-value

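Of the 58445 accessible regions that overlapped H3K4me1, 3066 (5.25%) had a limma p below 0.01, where 584 would have passed by chance had no region differed. Of these DARs, 1962 (64.0%) were more accessible after CCI and 1104 were less accessible. In 2946 of the DARs, both CCI values lay above all 3 naive values or both lay below them. The same held for 18429 (31.5%) of all tested regions, against the 20% that chance gives. The threshold moved the number most, since 438 regions had a Benjamini-Hochberg adjusted p below 0.05, of which 195 were more accessible and 243 less accessible. The 438 fell to 13 without naive rat 1 and to 111 with DESeq2, and rose to 3092 after median-of-ratios rescaling. DESeq2 on the recovered reads gave 2237 DARs at a p below 0.01.
The median log2 fold change of the tested regions was 0.15 with the values as deposited and 0.02 after median-of-ratios rescaling of the libraries, under which 34.7% of 5280 DARs were more accessible. When the median of each 1 Mb window was removed from each library, the median log2 fold change was -0.05 and 15.7% of 2416 DARs were more accessible. Fold changes differed between chromosomes. The median log2 fold change of all accessible regions was 0.49 on chromosome 10 and 0.49 on chromosome 12, and 391 of 398 and 143 of 146 DARs on these chromosomes were more accessible after CCI. It was -0.03 on chromosome 2 and -0.12 on chromosome X, where 39 of 201 and 4 of 55 DARs were more accessible.

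**Figure D1:**
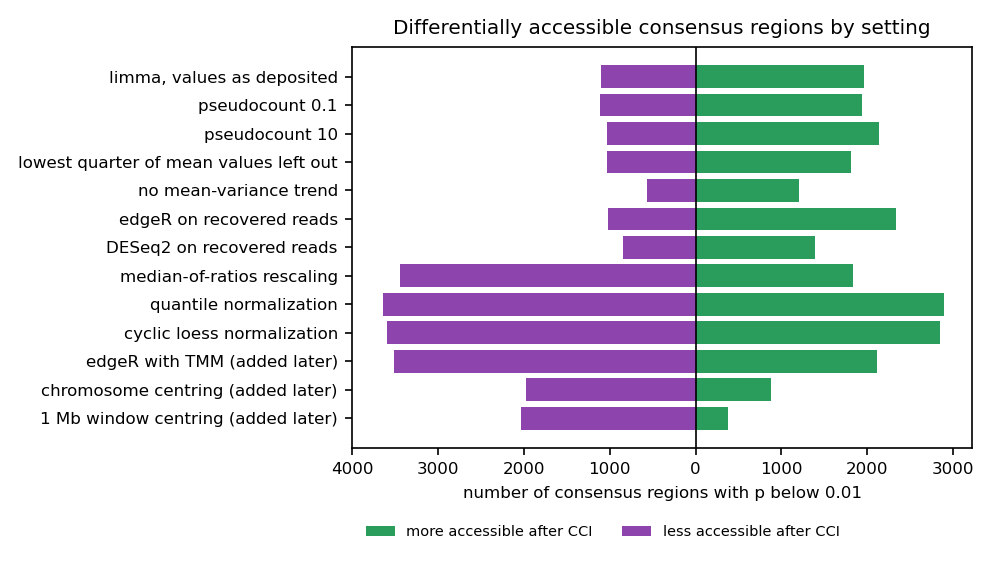
Number of tested regions with a p below 0.01 under each setting, with regions more accessible after CCI drawn to the right and less accessible regions to the left. With limma and the values as deposited, 1962 regions were more accessible and 1104 less accessible, and with 1 Mb window centring, 379 and 2037.

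**Figure D2:**
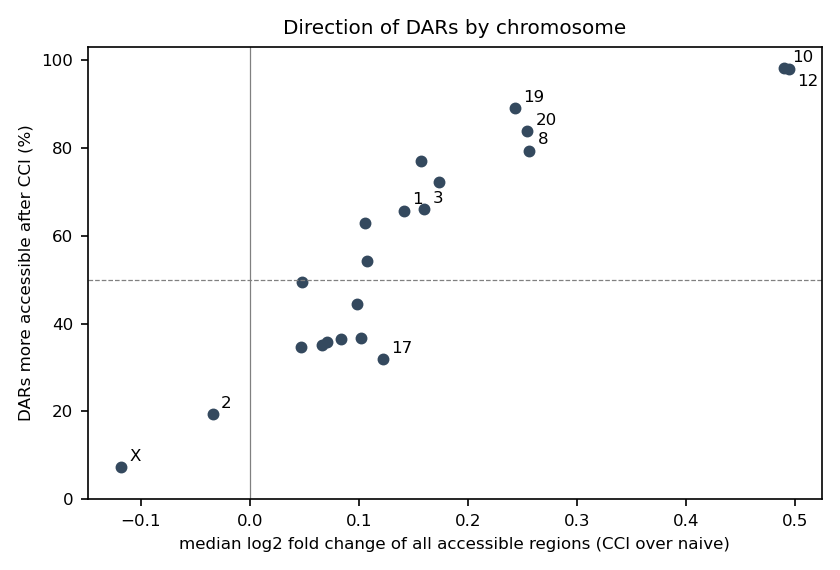
Percent of the DARs of each chromosome that were more accessible after CCI (vertical axis) against the median log2 fold change of all accessible regions of that chromosome (horizontal axis). Each point is 1 of 21 chromosomes, from chromosome X at -0.12 and 7.27% to chromosome 12 at 0.49 and 97.9%.

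Among the DARs in which both CCI values lay on the same side of all naive values, the 5 largest increases were nearest to *Ano4*, *Gatsl2*, *Sh3d21*, *Kalrn* and *Prpf8*, with log2 fold changes of 2.39, 2.38, 2.28, 2.21 and 2.20. The *Ano4* region, on chromosome 7 from 29832205 to 29832493, had normalized reads of 14.3 ± 7.21 (SD, n = 2) after CCI and 2.30 ± 2.55 (SD, n = 3) in naive rats (standard error of the log2 fold change 0.860, limma's adjusted p = 0.153). Of the 5 regions with the largest increases, all but *Sh3d21* had at least 1 naive rat at the lowest value of 1 read. The *Sh3d21* region had 4, 2 and 6 reads in naive rats 1, 2 and 3. Limma's adjusted p was 0.0248 for *Gatsl2*, 0.117 for *Sh3d21*, 0.167 for *Kalrn* and 0.184 for *Prpf8*. The 5 largest decreases were nearest to *Sh2d1a*, *Grb14*, *Gpatch11*, *Rn5-8s* and *Oxsm*, with log2 fold changes of -2.72, -2.70, -2.58, -2.43 and -2.40. In all of these but *Gpatch11*, CCI rat 1 was at the lowest value of 1 read and CCI rat 2 had 6 to 14 reads. With each rat left out in turn, the log2 fold changes of those regions ranged from -3.68 to -1.36. The *Sh2d1a* region, on chromosome X from 128937738 to 128938010, had normalized reads of 2.40 ± 2.44 (SD, n = 2) after CCI and 18.6 ± 3.61 (SD, n = 3) in naive rats (standard error 0.554, limma's adjusted p = 0.00203). The *Gpatch11* region had 2 and 3 reads in the CCI rats, so the size of its decrease is imprecise. With each rat left out in turn, its log2 fold change ranged from -2.77 to -2.27.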

The differential analysis identified 2145 (3.67%) of the 58,446 consensus regions that showed increased or decreased accessibility between CCI and naïve groups (Fig. 3b; Online Resource 6). PCA of only those reads contained within the 2145 DARs produced distinct clusters of the samples by group (Online Resource 2B). 

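PCA restricted to the 3066 DARs called with limma placed 75.2% of the variance on the first component and 12.4% on the second, 87.6% in total. Over the 1998 regions read from Online Resource 6, the first component held 83.8% and the second 7.39%. In both sets of regions the first component separated the 2 CCI rats from the 3 naive rats. Of the 1998 listed regions, 1960 were found at the same coordinates and 38 by overlap. Of these, 1690 had a limma p below 0.01 and the listed direction, 991 of them more accessible and 699 less accessible after CCI. With centring on 1 Mb windows, 152 were more accessible and 637 less accessible. Median-of-ratios rescaling gave 1161 and 796. Adjusted over all tested regions, 408 of the listed regions had a Benjamini-Hochberg adjusted p below 0.05, and 1996 did when adjusted over the list alone. Among the settings tried, centring on 1 Mb windows moved the total over the 3066 DARs most, to 82.4%.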

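Over the 3066 DARs, Pearson correlations of log2(normalized reads + 1) were 0.904 to 0.944 between rats of the same group and 0.654 to 0.721 between a CCI rat and a naive rat. Over all 58445 tested regions, the same correlations were 0.914 to 0.935 and 0.897 to 0.913. These are correlations across regions, which are not independent replicates. Hierarchical clustering separated the 2 CCI rats from the 3 naive rats in both sets of regions. DARs are selected for a difference between the groups, so the same steps were applied to the other 9 ways to split the 5 rats into groups of 2 and 3. Those splits gave 66 to 1659 DARs of their own. Their own DARs separated the groups on the first principal component in 9 of the 9 splits, with 80.5% to 89.6% of the variance on the first 2 components, and separated them by hierarchical clustering in 7 of the 9.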

Hierarchical clustering also showed that these 2145 regions alone resulted in samples from the same treatment group clustering together (Fig. 3c), which provides strong evidence that we successfully identified those genomic regions that were important in distinguishing those genomic regions affected by CCI.

Of the 2145 DARs, 999 were located in intergenic regions (Online Resource 2C). Of these 999 intergenic regions, 519 (40%) had increased accessibility after CCI, and 480 had decreased accessibility. Motif analysis of the 519 DARs with increased accessibility showed enrichment for transcription factors within the bHLH/HLH, bZIP, and RUNT families (Fig. 3d; Online Resource 7). The 480 DARs with decreased accessibility after CCI were enriched in motifs from members of the high-mobility group (HMG) and the interferon regulatory factors (IRF) families (Fig. 3d; Online Resource 8). These data suggest that these transcription factors may impact susceptibility to neuron excitability through altered accessibility to their consensus DNA binding sequence.

### Changes in Accessibility at CREs Are Associated with Gene Expression

To identify DARs associated with an increase or decrease in gene expression, we integrated RNA-seq data obtained from a cohort of rats that used the same experimental design [11]. 

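RNA-seq values were not analysed here. Accessibility was measured at the regions that Online Resource 6 lists as more accessible for genes labelled in Fig. 4a. These were 12 regions nearest to 9 genes (*Stac2*, *Vgf*, *Hpd*, *Atp2b4*, *Socs3*, *Gadd45g*, *Slc46a1*, *Kalrn* and *Prpf8*), of which *Socs3* had 4. All 12 regions had a limma p below 0.01 with higher accessibility after CCI, and 6 of them had an adjusted p below 0.05. The list holds the paper's own DARs from the same libraries, and only regions listed as more accessible were taken. The shared direction was therefore set by the choice of regions and is no independent check. Their log2 fold changes ranged from 0.78 at a *Socs3* region to 2.21 at the *Kalrn* region. In each of the 12 regions both CCI rats lay above all 3 naive rats. The region nearest to *Stac2*, on chromosome 10 from 86036954 to 86037667, had the lowest p. Its normalized reads were 41.3 ± 1.79 (SD, n = 2) after CCI and 11.2 ± 3.19 (SD, n = 3) in naive rats, a log2 fold change of 1.83 (standard error 0.360, limma's adjusted p = 0.00125). At the *Gadd45g* region, on chromosome 17 from 13448825 to 13449105, they were 29.7 ± 2.43 (SD, n = 2) and 9.11 ± 2.47 (SD, n = 3), a log2 fold change of 1.63 (standard error 0.399, limma's adjusted p = 0.0193). The median log2 fold change of the 1 Mb windows around the 12 regions was 0.17 to 0.76. Once these medians were removed from each rat, the 12 log2 fold changes ranged from 0.18 to 1.79, and the *Stac2* and *Gadd45g* regions were the 2 with a limma p below 0.01.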

We found 109 DARs with increased accessibility after CCI were located near 79 genes that were upregulated after CCI (Fig. 4a). GO analysis of these 79 genes largely represented molecular functions, biological processes, and cellular compartments associated with neuronal activation and synaptic signaling (Fig. 4b). 

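Online Resource 6 lists 9 regions as less accessible for genes labelled in Fig. 4c. They were nearest to 7 genes (*Pxdn*, *Gng11*, *Ndufa4*, *Rab28*, *Edn3*, *Cxcr4* and *Scrg1*), with 2 regions each for *Cxcr4* and *Scrg1*. All 9 regions had a limma p below 0.01 with lower accessibility after CCI, and 7 of them had an adjusted p below 0.05. These regions too were taken from the paper's own DARs by their listed direction, so the shared direction is no independent check. Their log2 fold changes ranged from -2.09 at the *Gng11* region to -0.78 at a *Cxcr4* region. At the *Gng11* region, on chromosome 4 from 31318877 to 31319329, normalized reads were 6.00 ± 1.88 (SD, n = 2) after CCI and 29.2 ± 9.06 (SD, n = 3) in naive rats (standard error of the log2 fold change 0.390, limma's adjusted p = 4.88e-04). At the *Edn3* region, on chromosome 3 from 173090252 to 173090537, they were 10.3 ± 2.28 (SD, n = 2) and 31.9 ± 10.6 (SD, n = 3), a log2 fold change of -1.51 (standard error 0.353, limma's adjusted p = 0.0106). In each of the 9 regions both CCI rats lay below all 3 naive rats. The windows around these regions had median log2 fold changes between -0.20 and 0.16, and all 9 regions had a limma p below 0.01 after these medians were removed.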

A total of 39 DARs with decreased accessibility after CCI were located near 29 genes whose expression also decreased following CCI (Fig. 4c). Examples of intergenic DARs associated with coordinate changes in the expression of the nearest gene are shown in Fig. 4 d. These findings suggest that changes in DNA accessibility at putative CREs regions following CCI can alter the expression of genes involved in nociceptive pathways.

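The region near *Ctsb* lies on chromosome 15 from 46281215 to 46281898. Its normalized reads were 51.6 ± 6.31 (SD, n = 2) after CCI and 22.7 ± 7.26 (SD, n = 3) in naive rats, a log2 fold change of 1.19 (standard error 0.311, limma's adjusted p = 0.0327). With each rat left out in turn, the log2 fold change was 1.01 to 1.42. The region near *Cst3* lies on chromosome 3 from 143254480 to 143255452. Its normalized reads were 65.2 ± 8.17 (SD, n = 2) after CCI and 133 ± 24.9 (SD, n = 3) in naive rats, a log2 fold change of -1.01 (standard error 0.262, limma's adjusted p = 0.0309), which was -1.17 to -0.88 with each rat left out in turn. In both regions the values of the CCI rats did not overlap those of the naive rats. The median log2 fold change of the surrounding 1 Mb window was 0.30 for *Ctsb* and -0.58 for *Cst3*. Once the window's median was removed from each rat, the log2 fold change was 0.86 for the *Ctsb* region, still past the unadjusted threshold of 0.01, and -0.43 for the *Cst3* region, no longer past it.

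**Figure D3:**
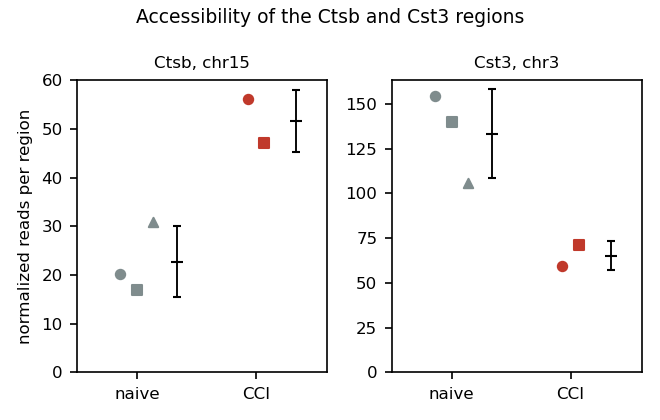
Normalized reads over the *Ctsb* region (left) and the *Cst3* region (right) in the 3 naive rats and 2 CCI rats, with 1 point per rat and bars for the mean ± SD. Means were 22.7 in naive rats and 51.6 after CCI at *Ctsb*, and 133 and 65.2 at *Cst3*.

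From DARs whose nearest genes changed expression in the same direction, the paper proposes that altered accessibility at putative CREs can change the expression of genes in nociceptive pathways.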

**Fig. 4:**
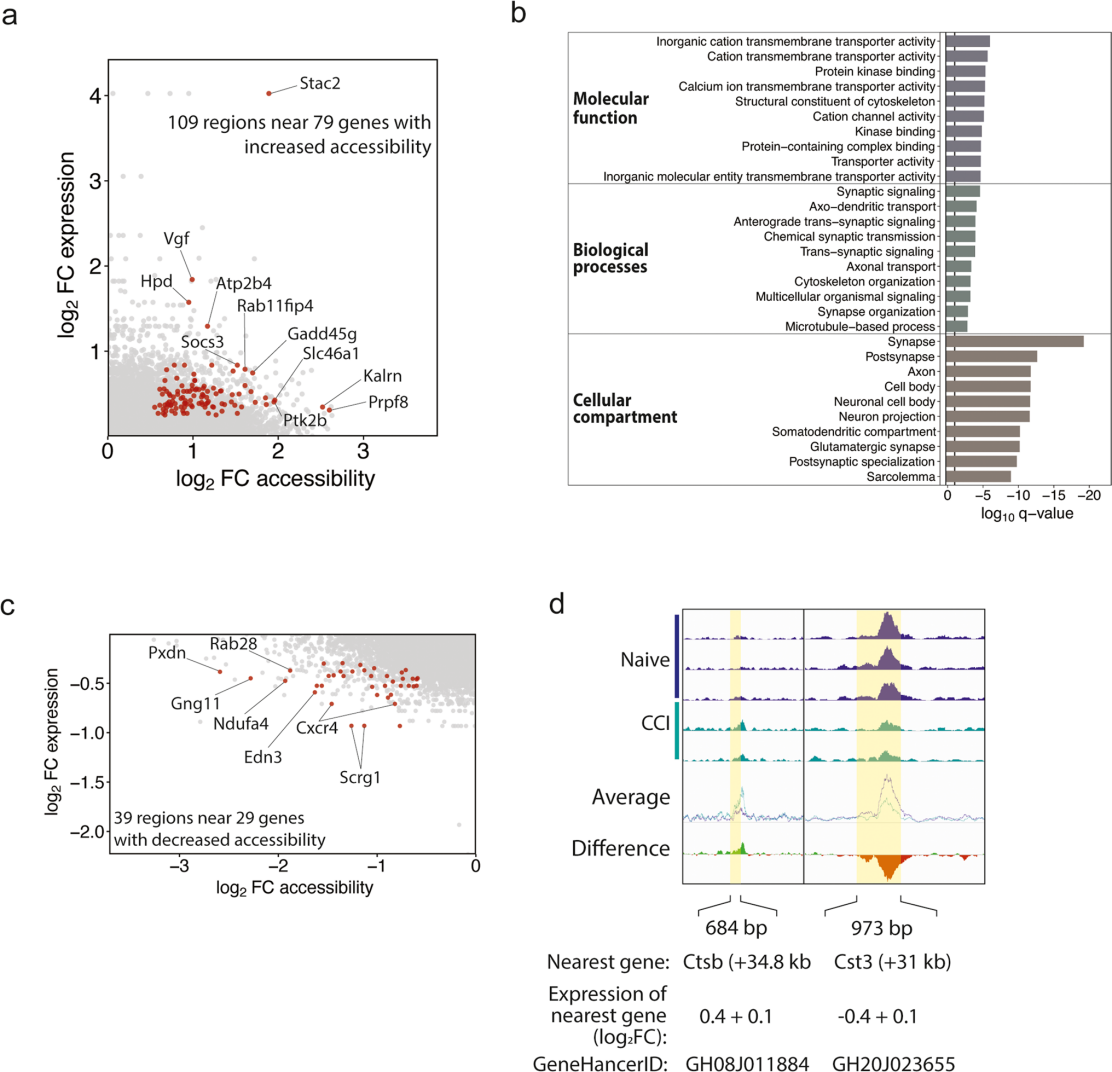
Gene expression associated with DARs. **a** Scatterplot shows the FC accessibility of each region of increased accessibility and increased expression of the nearest annotated gene. Significant DARs are highlighted in red. **b** Gene ontology analysis of the 79 genes with increased expression nearest to 109 regions of significantly increased chromatin accessibility. **c** Scatterplot shows the FC accessibility of each region of increased accessibility and increased expression of the nearest gene by RNA-seq. Significant DARs are highlighted in red. **d** Chromatin accessibility at 2 intergenic DARs (yellow highlight): 35kb upstream of Cathepsin B (left) and 31kb upstream of Cst3 (right). The individual and averaged ATAC-seq signal tracks of the normalized bigwig files for each sample as displayed from the Integrated Genomics Viewer. The “difference” track was created by subtracting the average track from the naïve group from the average track of the CCI group. Green indicates an average increase in accessibility in the CCI group compared to naïve. The region highlighted in yellow indicates the differentially accessible region between the naïve and CCI samples

### Functional Evaluation of CREs

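Online Resource 9 gives the rn6 positions of 7 candidate enhancer segments, A to G, and each of them overlapped 1 accessible region in which accessibility was measured. Segment B is the *Cst3* region and segment F shares 589 bp with the *Stac2* region. Segments A, C and D overlapped regions that were less accessible after CCI. Segment A, in a region on chromosome X from 79908275 to 79908852, had a log2 fold change of -0.77 (standard error 0.287, limma's adjusted p = 0.168). It was past the unadjusted threshold of 0.01, but not with any naive rat left out or without the mean-variance trend. It stayed past that threshold with DESeq2 and after removal of its window's median. Segment C, on chromosome 16 from 27198104 to 27198721, had normalized reads of 27.2 ± 6.80 (SD, n = 2) after CCI and 70.5 ± 16.2 (SD, n = 3) in naive rats, a log2 fold change of -1.34 (standard error 0.286, limma's adjusted p = 0.00436). Segment D, on chromosome 2 from 57941334 to 57941850, had 14.4 ± 2.26 (SD, n = 2) and 40.4 ± 5.80 (SD, n = 3), a log2 fold change of -1.42 (standard error 0.323, limma's adjusted p = 0.00831). Segments E and G overlapped regions with higher accessibility after CCI. Segment E, on chromosome 8, is 412 bp long and shares 158 bp with the accessible region from 128446162 to 128446368, which had 14 and 36 reads in the CCI rats and 13, 4 and 2 in the naive rats. Its log2 fold change of 1.78 (standard error 0.729, limma's adjusted p = 0.218) was not past the unadjusted threshold of 0.01 with limma, and was past it with DESeq2. Segment G, on chromosome 12 from 12086634 to 12086856, had 20.4 ± 2.31 (SD, n = 2) normalized reads after CCI and 6.70 ± 2.39 (SD, n = 3) in naive rats. Its log2 fold change was 1.52 (standard error 0.476, limma's adjusted p = 0.0889), the median of its 1 Mb window was 0.49, and the log2 fold change after removal of that median was 1.08, no longer past the threshold of 0.01. In all 7 regions the values of the 2 CCI rats lay on the same side of all 3 naive rats.

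**Figure D4:**
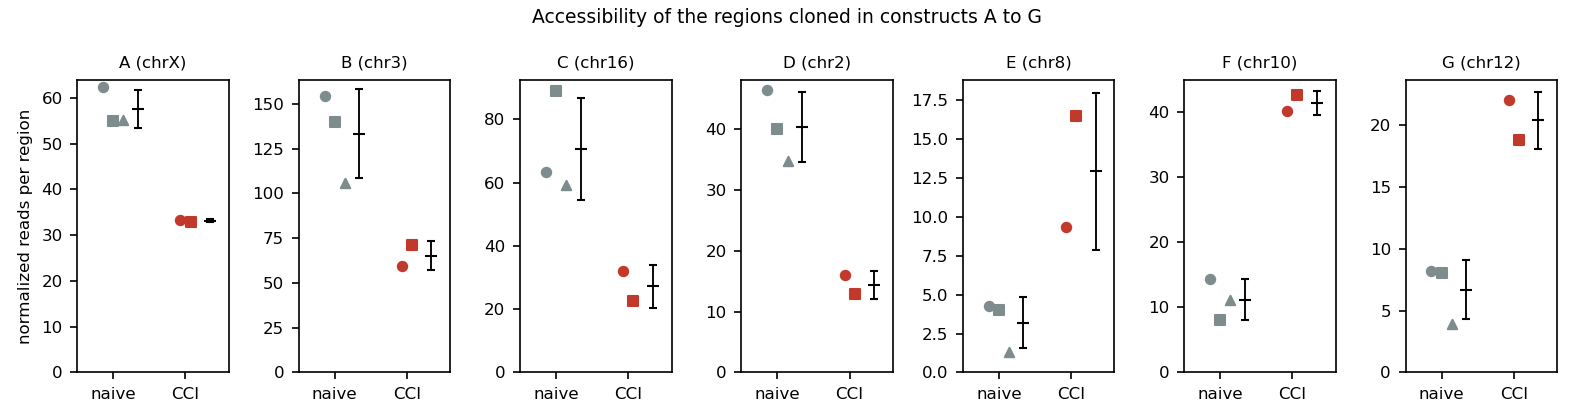
Normalized reads over the regions of segments A to G in the 3 naive rats and 2 CCI rats, with 1 point per rat and bars for the mean ± SD. Values were lower after CCI for A, B, C and D and higher for E, F and G, with means of 6.70 in naive rats and 20.4 after CCI for G.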

To determine whether the DARs were able to alter gene expression, we selected regions associated with increased and decreased accessibility in intergenic regions. We cloned a single copy of a selected DAR into the pGL3 promoter vector which also contains the SV40 minimal promoter. Each construct was co-transfected with pGL4.74 Renilla into the 50B11 (immortalized rat nociceptor) cell line. Four constructs showed increased luciferase expression, and three showed decreased luciferase expression as compared to the empty pGL3 promoter vector (Fig. 5(a)). These findings indicate that the DARs are associated with both enhancer (e.g., constructs A, C, E, F) and repressor (e.g., constructs B, D, G) activities, and function to increase (e.g., constructs A, C, G) or decrease gene expression (e.g., constructs B, D, E, F) in the context of physical injury.

**Fig. 5:**
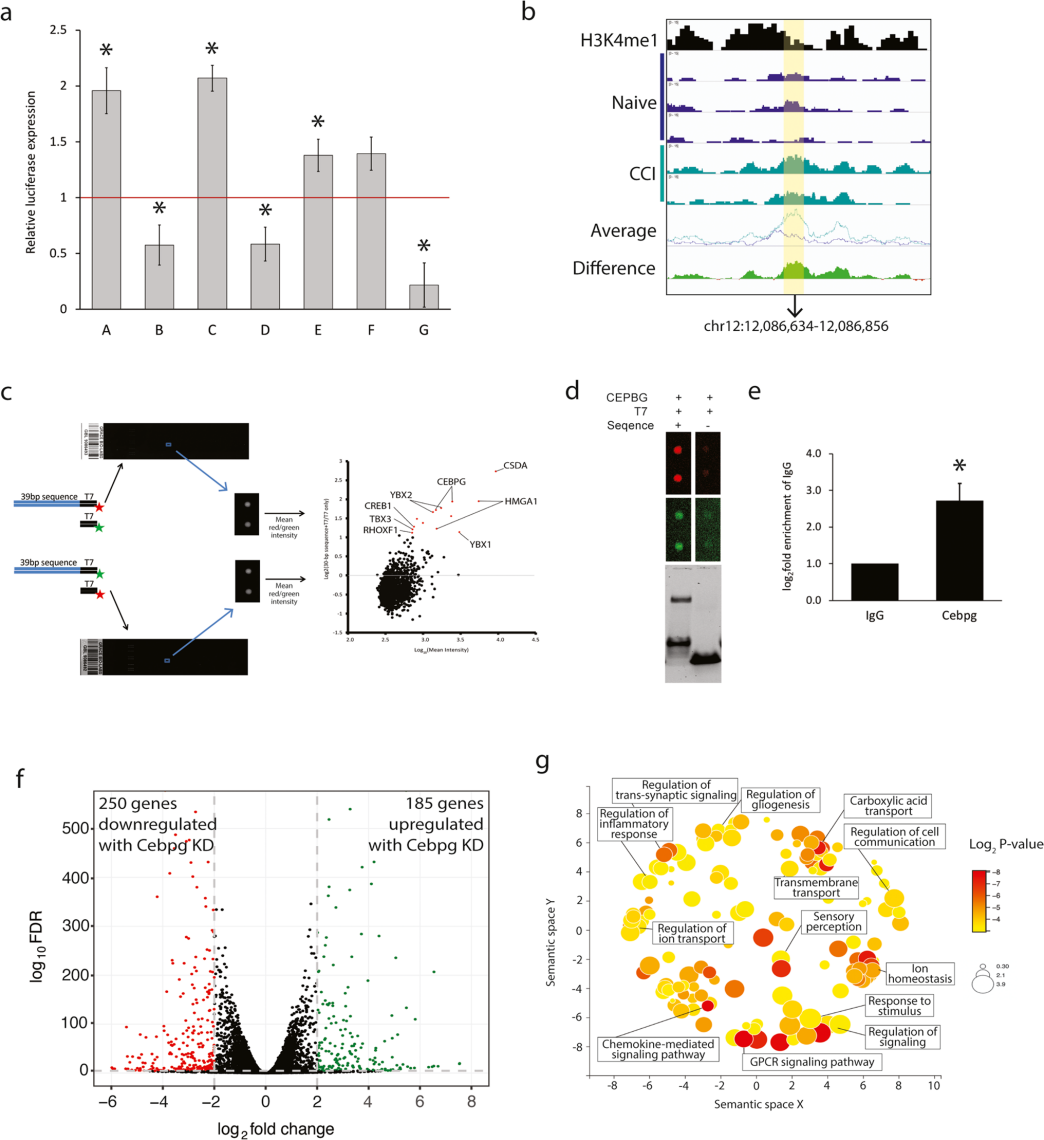
The activity of candidate DRG enhancers by luciferase reporter gene assays. (a) Individual reporter plasmids were prepared that contained one candidate enhancer region (A–G; Online Resource 9). Luciferase activity was normalized to that of the Renilla reporter and expressed as the mean fold relative activity of the empty reporter ± SEM. (b) Genome Viewer tracks of ATAC-seq and ChIP-seq samples chr12:12,085,353-12,088,286 of the rn6 assembly. The region highlighted in yellow corresponds to the 222bp segment cloned into the luciferase vector (Construct. G; chr12:12,086,634-12,086,856). (c) 39bp segment was labeled with Cy3 and Cy5 and used to probe a human transcription factor array. The binding of CEBPG to this 39bp DNA region was verified by EMSA (d) and ChIP-PCR using primers that span chr12:12,086,663-12,086,700 (e). (f) Volcano plot showing differentially expressed genes from RNA-seq of 50B11 cells transduced with shRNA CEBPG knockdown or scrambled shRNA control. (g) Differentially expressed genes were subjected to gene ontology analysis. REVIGO scatterplot visualizes summarized GO biological processes. Circle size is proportional to the frequency of the GO term. The color indicates the log_10_*p*-value

We then determined whether the DARs showing regulatory capabilities in the luciferase assay could also bind to transcription factors by using a human transcription factor protein array [12]. YBX1, HMGA1, CSDA, C/EBPγ, YBX2, CREB1, TBX3, and RHOXF1 showed significant binding to chr12:12,086,663-12,086,700 (Fig. 5(b–c)). EMSA confirmed C/EBPγ binding to this sequence (Fig. 5(d)). ChIP-qPCR showed significant enrichment of C/EBPγ in this DAR in 50B11 cells with a fold enrichment of 2.72 ± 0.47 over IgG (Fig. 5(e)). Together, these studies suggested a functional role for C/EBPγ in DRG neurons in gene regulation following CCI.

### Identification of C/EBPγ-Regulated Genes in 50B11 Cells

To identify the regulatory role of C/EBPγ in DRG neurons, we knocked down *Cebpg* expression in 50B11 cells using shRNA and used RNA-seq to analyze gene expression changes. Western blots confirmed that *Cebpg* shRNA reduced C/EBPγ protein levels by >80%, as compared to control cells treated with scrambled shRNA (Online Resource 3). Compared to 50B11 cells treated with scrambled shRNA, we found 5260 differentially expressed genes (adjusted *p*-value < 0.01) in cells transduced with shRNA against *Cebpg* (Fig. 5(f)). As expected, in *Cebpg* shRNA-treated cells, *Cebpg* was among the 2636 downregulated genes. REVIGO was used to summarize results from GO enrichment analysis (Fig. 5(g)). Knockdown of *Cebpg* in 50B11 cells produced differentially expressed genes involved in various biological processes, including ion transport, transmembrane receptor signaling, regulation of trans-synaptic signaling, and regulation of cell communication.

## Discussion

The binding of enhancers, repressors, and recruited chromatin remodeling proteins to accessible regulatory elements initiates an epigenetic pathway that directs specific transcriptional changes in cells following a subsequent stimulus [13]. In this study, we determined the dynamic changes in chromatin accessibility in rat DRG cells after peripheral nerve injury, which may play an important role in neuropathic pain development and maintenance.

### Nerve Injury-Induced Reciprocal Changes in Gene Expression

We highlight an example of reciprocal changes in chromatin accessibility at distinct CREs, which may act cooperatively to alter gene transcription (Fig. 4d). 

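Relative to the mean of the 3 naive rats, mean normalized reads over the 684 bp region of *Ctsb* on chromosome 15 were 127% higher after CCI, with a propagated SD of 77.7 percentage points. Every CCI value exceeded every naive value. With another pseudocount, filter, normalization or test, or with a rat left out, the increase at this region ranged from 90.8% with a pseudocount of 10 to 168% with naive rat 3 left out, and it was 82.1% with centring on 1 Mb windows.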

Following CCI, we found a 26% increase in chromatin accessibility at a 684-bp region located 34.8 kb downstream of the gene *Ctsb* (chr15:46,281,215-46,281,898), which showed significantly increased expression. In contrast, after CCI, we also found reduced chromatin accessibility at a 973-bp region located 31kb upstream of *Cst3* (chr3:143,254,480-143,255,452), which showed an increase in gene expression. 

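Mean normalized reads over the 973 bp region near *Cst3* fell by 51.1% relative to the mean of the naive rats, with a propagated SD of 11.0 percentage points. The CCI rats had 89 and 155 reads over it, and the naive rats had 472, 140 and 161, before division by the size factors.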

*Ctsb* encodes Cathepsin B, a cysteine protease that promotes chronic inflammatory pain through activation of pro-caspase-1 and secretion of mature IL-1b [14], while Cst3 encodes Cystatin C, a highly efficient cysteine protease inhibitor. The N-terminal region of Cystatin C competitively and reversibly binds to the Cathepsin B active site, thereby preventing access to potential substrates [15]. Not only do Cathepsin B and Cystatin C interact directly, but genetic ablation of Cystatin C increases Cathepsin B expression in, and promotes synaptic plasticity of, hippocampal neurons [16]. Because Cathepsin B has been nominated as a promising therapeutic target to treat Alzheimer’s disease [17], future therapies directed towards correcting chromatin accessibility at respective CREs elements, like those for *Ctsb* and *Cst3*, may be able to limit potential side effects from diseases involving aberrant protein expression.

### Accessibility of TF Motifs in Differentially Accessible Regions

We identified the enrichment of transcription factor motifs present in differential accessible intergenic regions after CCI. In general, the enrichment of individual motifs was shared across other TFs within the same family. Individual TFs within the IRF and high-mobility group families were enriched exclusively in the regions of decreased accessibility while members of the HLH and RUNT families were enriched in regions of increased accessibility. In addition, we found enrichment of several AP-1 transcriptional factor family motifs in differentially accessible regions following CCI (i.e., Atf3, Fos, Fra1, Fra2, c-Jun, JunB, and JunB) as well as increased transcription of *Atf3*, *Fos*, and *Jun*. Our data is consistent with prior work which used electroconvulsive stimulation in dentate granule neurons to mimic neural injury [18]. In this model, the expression of AP-1 pioneer transcription factors increased and promoted alterations in chromatin accessibility at Fos-Jun subfamily motifs. Interestingly, ATF3 can drive increased chromatin accessibility at distal regulatory elements in human umbilical vein endothelial cells [19]. Our findings suggest that increased expression of AP-1 transcription factors in DRG cells following CCI is altering the chromatin accessibility at key regulatory elements, and therefore, providing an avenue for prolonged neuronal plasticity following nerve injury.

### Peripheral Nerve Injury May Facilitate C/EBP-Mediated Gene Repression

We show that sciatic CCI is associated with an increased potential for C/EBPγ-mediated gene repression in the lumbar DRGs. C/EBPγ is a ubiquitously expressed member of the CCAAT enhancer binding (C/EBP) family, a group of bZIP transcription factors, which is involved in the regulation of major physiologic processes (e.g., control of cellular proliferation, induction of the integrated stress response, and regulation of metabolism) [20]. C/EBPγ possesses broad regulatory capacity and can activate or repress gene transcription based on its cellular context, differential chromosomal binding, and its heterodimerization with other bZIP transcription factors. In the present study, we found that CCI increased chromatin accessibility at a 222-bp region of chromosome 12 in the lumbar DRG. We further show that this same region repressed luciferase expression and bound C/EBPγ in a peripheral nociceptor cell line. Interestingly, *Cebpg* gene expression was unchanged 14 days following CCI while several bZIP transcription factors that are known to form heterodimers with C/EBPγ (e.g., Atf4, C/EBPβ) were upregulated. Future functional studies may help determine whether known heterodimeric partners for C/EBPγ bind with C/EBPγ at regions of increased chromatin accessibility and alter the neuronal response to injury.

Given the context-dependent activity of C/EBPγ, its functional roles in developing and mature nervous system cells are poorly understood. To broadly identify genes that could be regulated by C/EBPγ in the context of nerve injury, we knocked down *Cebpg* in a rat nociceptor cell line and found differentially expressed genes associated with a variety of pain-related biological processes including carboxylic acid transport, trans-synaptic signaling, signaling receptor activity, and ion homeostasis. Our data support existing literature regarding the involvement of C/EBPγ in mediating the development of chronic pain [20]. In the sciatic crush nerve injury model, *Cebpg* expression was significantly upregulated in the DRG at approximately 1 day post-injury before returning to baseline levels after 3 days [21]. Similarly, downregulation of Cebpg in the DRG and spinal cord reduced mechanical hypersensitivity following sciatic nerve injury [22]. Further research is needed to better understand the impact of C/EBPγ-mediated gene repression in the DRG following CCI and during the development and maintenance of pain hypersensitivity as well as in nerve regeneration.

Our study is the first multiomic assessment of the regulatory landscape of DRG cells following nerve injury. Despite the small number of cells in each DRG, we were able to generate ChIP-seq libraries to identify putative regulatory elements in addition to assessing chromatin accessibility and gene expression in CCI and naïve rats. However, our study has some limitations. Our findings mainly reflect those of bulk tissues which are a heterogeneous mixture of sensory neurons and microsatellite glia, but lack of cell-type specific information. In addition, we also conducted our study using exclusively young adult female rats where the regulatory landscape may differ from male rats and in elderly animals of both sexes.

In conclusion, our multiomic assessment of nerve-injured and naïve DRG provides novel insights into the role of chromatin structure at regulatory elements and activities of transcription factors that together may modulate neuronal excitability and nerve regeneration. Our improved understanding of how epigenetic perturbations alter transcription in response to nerve injury, and their relationship to chronic pain, will facilitate the development of novel classes of analgesics that can target these and other similar mechanisms upstream of transcription.

## Methods

### Animals

Adult female Sprague-Dawley rats (12–16 weeks old) (Harlan Bioproducts for Science, Indianapolis, IN) were housed 2–3 per cage in centralized animal care facilities with a 12-h light/dark cycle. Animals were allowed to acclimate for a minimum of 48 h prior to any procedures and given ad libitum access to food and water. All procedures involving animals were reviewed and approved by the Johns Hopkins Animal Care and Use Committee and are performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals.

### CCI of the Sciatic Nerve

CCI surgery on the sciatic nerve was performed on all rats as previously described [23]. Under 2–3% isoflurane, a small incision was made at the level of the mid-thigh. The sciatic nerve was exposed by blunt dissection through the biceps femoris. The nerve trunk proximal to the distal branching point was loosely ligated with four 4-O silk sutures placed approximately 0.5mm apart until the epineuria was slightly compressed and minor twitching of the relevant muscles was observed. The muscle layer was closed with 4-O silk suture and the wound was closed with metal clips. All surgical procedures were performed by the same individual to avoid variation in technique. Hypersensitivity of the hind paws was verified by von Frey monofilaments [24] on day 14 post-injury.

### Experimental Design

Rats were assigned randomly to either receive CCI surgery or no procedure (i.e., naive control) (Fig. 1a). On postoperative day 14, rats were euthanized by an overdose of isoflurane and decapitation after which the ipsilateral L4-L6 DRGs were quickly dissected. For ChIP-seq and RNA-seq, DRGs were immediately submerged in liquid nitrogen and stored at −80°C until processing.

### ChIP-seq Library Preparation

Chromatin immunoprecipitation (ChIP) was used to identify sequences enriched with H3K4me1 in the rat DRG. The ipsilateral L4-L6 DRGs harvested from 3 animals were pooled and cross-linked in 1% formaldehyde for 10 min at room temperature. The DRGs were washed in 1× PBS and subjected to dounce homogenization in a lysis buffer (0.32M sucrose, 5mM CaCl_2_, 3mM Mg(Acetate)_2_, 0.1mM EDTA, 10mM Tris-HCl, pH 8.0, 1mM DTT, 0.1% Triton X-100). The homogenate was centrifuged for 10 min at 10,00×*g* at 4°C to pellet the nuclei. Nuclei were resuspended in a nuclei lysis buffer (25 mM Tris-HCl, pH 8.0, 5mM EDTA, 1% SDS). The chromatin was sheared using the Bioruptor sonicator (Diagenode; Liege, Belgium) with high output and 35 cycles of 30 s on/30 s off to produce DNA fragments with lengths between 200 and 600 base pairs. Sheared chromatin was then diluted in RIPA buffer (10mM Tris-HCl, pH 8.0, 1mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% Na deoxycholate, 100mM NaCl) and incubated with anti-H3K4me1 antibody (ab8895; Abcam; Cambridge, MA) attached to protein G Dynabeads (Invitrogen). The chromatin-bead preparation was incubated at 4°C for 2 h. An aliquot of sheared chromatin was taken as the input sample (i.e., pre-precipitation control). Following incubation, each immunoprecipitation reaction was washed 3 times with low salt wash buffer (20mM Tris-HCl, pH 8.0, 2mM EDTA, 0.1% SDS, 1% Triton X-100, 150mM NaCl) and once with high salt wash buffer (20mM Tris-HCl, pH 8.0, 2mM EDTA, 0.1% SDS, 1% Triton X-100, 500mM NaCl). The DNA-histone complexes were eluted from the Dynabeads (1% SDS, 100 mM NaHCO_3_). Cross-links between the DNA fragments and histones were reversed and the DNA fragments were recovered using the ChIP DNA Clean & Concentrator Kit (Zymo, Irvine, CA). Two biological replicates were performed for each group. The input sample and enriched DNA samples obtained from the ChIP assays were used for library construction using the TruSeq ChIP Sample Prep Kit (Illumina; San Diego, CA) according to manufacturer’s instructions. Libraries were quantified using the KAPA qPCR quantification kit (KAPA Biosystems, Wilmington, MA) and sequenced on an Illumina HiSeq 2500 producing single-end 50 base pair reads. All pre-immunoprecipitation buffers contained protease inhibitors (1mM Benzamidine, 1mM PMSF, 5mM Na Butyrate).

### ATAC-seq Library Preparation

Immediately following dissection, the ipsilateral L4-L6 DRGs from one rat were transferred directly to cold lysis buffer (0.32M sucrose, 5mM CaCl_2_, 3mM mg (acetate), 10mM Tris-HCl, pH 8.0, 0.1% Triton X-100, 1mM DTT, 5mM Na Butyrate, 1mM PMSF). Nuclei were isolated through dounce homogenization of the tissue in lysis buffer followed by ultracentrifugation through a sucrose cushion (1.8M sucrose, 3mM mg (acetate), 1mM DTT, 10mM Tris-HCl, pH 8.0, 5mM Na Butyrate, 1mM PMSF) at 139,800 × *g* at 4° C for 2 h to remove mitochondrial DNA. The nuclei were resuspended in 1× PBS and counted 3 times using a Neubauer chamber. Tagmentation by Tn5 was performed using reagents from the Nextera DNA Sample Preparation Kit (FC-121-1030, Illumina; San Diego, CA) as previously described [8]. Each 50μl reaction contained 50,000 nuclei, 25μl 2× Tagmentation Buffer, and 2.5μl Tn5 enzyme and incubated at 37° C for 30 min. Tagmented DNA was immediately purified using the Clean and Concentrate-5 Kit (Zymo, Irvine, CA) and eluted in 10μl elution buffer. Tagmented DNA fragments were amplified using Nextera Index adapters, PCR primer cocktail, NPM PCR master mix, and 10 cycles of PCR. Each library was purified using Agencourt AMPure XP beads (Beckman Coulter; Atlanta, GA). The fragment distribution of each library was assessed using the High Sensitivity DNA Kit on an Agilent 2100 Bioanalyzer (Agilent Technologies; Palo Alto, CA). Libraries were quantified prior to sequencing using the Qubit DNA HS kit (ThermoScientific, Waltham, MA) and normalized to 2nM, and pooled in equimolar concentrations. Libraries were sequenced using paired-end, dual-index sequencing on an Illumina HiSeq 2500 (Illumina, San Diego, CA) which produced 50bp reads. ATAC-seq was performed on 3 biological replicates for the CCI group and 3 biological replicates for the naive group.

### RNA-seq Dataset

We performed RNA-seq from DRGs from a similar cohort of adult, naïve female Sprague-Dawley rats or after CCI and validated this data using qPCR in biological replicates. Details regarding sample acquisition, RNA library preparation, and RNA-seq data processing have been published [11]. RNA-seq data are available under accession #GEO100122.

### 50B11 Cell Culture

The 50B11 cells were a gift from Ahmet Höke of the Johns Hopkins University, Department of Neurosurgery. Cells were maintained in Neurobasal medium (ThermoScientific, Waltham, MA) supplemented with 2% B27 (Sigma; St. Louis, MO), 550μM glutamine (Sigma; St. Louis, MO), 12mM glucose, and 10% fetal bovine serum and incubated at 37°C in a humidified environment containing 5% CO_2_. Cells with low passage numbers (i.e., <20) were used for all experiments.

### Cloning

Luciferase reporter constructs were generated by cloning a candidate enhancer region into the pGL3 promoter vector (Promega; Madison, WI). Each region was inserted using standard restriction enzyme-based cloning techniques. The regions were obtained by PCR of rat genomic DNA. The 5′ end of the primers was modified to contain BglII (forward primer) and MluI (reverse primer) restriction sites (Online Resource 9). PCR was performed using the Pfu Turbo polymerase (Agilent Technologies; Palo Alto, CA) and touchdown thermocycling. The PCR products were digested and ligated into the BglII (AGATCT) and MluI (ACGCGT) restriction enzyme sites of the pGL3-Promoter luciferase vector (Promega; Madison, WI). The ligated products were transformed into chemically competent DH5α cells using ampicillin (100mcg/ml) to select for the recombinant plasmid-positive colonies. All constructs were verified by diagnostic restriction enzyme digestion and Sanger sequencing.

### Transfection and Luciferase Assays

50B11 cells were seeded at 10,000 cells/well in 48-well plates in 250μl of complete media and grown to 60–80% confluence. Cells were then transfected with each reporter construct (450ng) and 50ng pGL4.74 Renilla luciferase expression vector (Promega; Madison, WI) using ViaFect Transfection Reagent (Promega; Madison. WI) in 25ul Opti-MEM (ThermoScientific, Waltham, MA) with a 4:1 ratio in 250μl complete medium. The transfection efficiency of 50B11 cells was evaluated by transfecting cells with EGFP-N1 (Clontech; Mountain View, CA) in parallel reactions. At 48 h post-transfection, Firefly and Renilla luciferase were measured using the Dual-Glo Luciferase reporter assay system (Promega). The amount of Firefly luciferase normalized to the Renilla luciferase and expressed as the relative fold difference of the empty pGL3 promoter vector. Each enhancer construct was tested in quadruplicate.

### Transcription Factor Protein Microarrays

Human transcription factors were purified from yeast as GST fusion and arrayed on FAST slides in duplicate as previously described [12, 25]. The microarrays were probed with a 39-nucleotide sequence from differentially accessible regions used in the luciferase assays. Sixty base oligonucleotides were synthesized by IDT and contained this 39-nucleotide sequence followed by the reverse T7 sequence. The DNA probes were converted to double-stranded DNA with either Cy3- or Cy5-labeled T7 primer as the 5′-end. The labeled double-stranded T7 sequence was chosen as a negative control for T7-specific binding. Each sequence was tested in duplicate arrays with alternating fluorescent labels. The slides were then washed and scanned with a GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA), and the binding signals were acquired using the GenePix 6.0 software. GenePix 6.0 was used to align the spot-calling grid and record the foreground and background intensities for every protein spot. The raw binding intensity for each probe was defined as *F*_ij_/*B*_ij_, where *F*_ij_ and *B*_ij_ are the median values of foreground and background signals of the probes at site (i,j) on the microarray, respectively. We normalized the raw signal of each probe based on the median value of the raw signals of its neighboring probes. The *Z*-score of each binding assay was calculated by *Z*_*i*,*j*_ = (*R*’_I,j_ − Ñ)/std(*N*), where *R*’_*I*,*j*_ is the locally normalized intensity of probe (*I*,*j*) on the microarray, Ñ and std(*N*) are mean value and standard deviation, respectively, of noise distribution on the microarray. Since each protein is printed in duplicate on the microarray and each binding assay was performed in duplicate, a protein was identified as a positive hit only when all of its 4 spots produced a *Z*-score > 3.0.

### EMSA

The binding reaction was carried out with 100 fmol of biotinylated dsDNA probe and 1 pmol of purified C/EBPγ protein in 20μl of binding buffer as previously described [12, 25]. Tenfold unlabeled T7 was added to the competition assay. The C/EBPγ expression clone used in the EMSA was verified by DNA sequencing.

### ChIP-qPCR in 50B11 Cells

ChIP-qPCR was used to quantify Cebpg binding to the putative enhancer element (rn6:chr12:12,085,353-12,088,386) in 50B11 cells. Five million 50B11 cells were cross-linked in 1% formaldehyde for 10 min at room temperature. A final concentration of 0.125M glycine was added to quench the cross-linking reaction. The cells were washed in chilled 1× PBS and subjected to dounce homogenization in lysis buffer (5mM HEPES, 85mM KCl, 1% IGEPAL CA-630 in 1× PBS, 1× Roche Complete protease inhibitors, 5mM Na butyrate). The homogenate was centrifuged for 10 min at 10,00×g at 4°C to pellet the nuclei. Nuclei were resuspended in nuclei lysis buffer (5mM Tris-HCl, pH 8.0, 10mM EDTA, 1% SDS in 1× PBS, 1× Roche Complete protease inhibitors, 5mM Na butyrate) and incubated at room temperature for 10 min. The chromatin was then sheared using a Qsonica Q800R2 (Qsonica, Newtown, CT) at 75% power for 15 cycles of 30 s on/30 s off to produce DNA fragments with lengths between 200 and 600 base pairs. Chromatin was then stored at −80°C until immunoprecipitation. Sheared chromatin was incubated with anti-CEBPG or anti-rabbit IgG control antibody attached to protein A Dynabeads (Invitrogen) and incubated overnight at 4°C. An aliquot of sheared chromatin was taken as the input sample (i.e., pre-precipitation control). Following incubation, each immunoprecipitation reaction was washed 3 times with low salt wash buffer (50mM Tris-HCl, pH 7.4, 10mM EDTA, 0.1% SDS, 1% Triton X-100, 150mM NaCl, 1mM PMSF), five times with high salt wash buffer (50mM Tris, pH 7.4, 500mM NaCl, 1% Triton-X-100, 0.1% SDS, 10mM EDTA, 1mM PMSF), and once with 250mM LiCl, 50mM Tris, pH 7.4. The DNA-histone complexes were eluted from the Dynabeads (1% SDS, 100mM NaHCO_3_) at 65°C. Cross-links between the DNA fragments and histones were reversed, and the DNA fragments were recovered using the ChIP DNA Clean & Concentrator Kit (Zymo, Irvine, CA) and quantified by Qubit. Each 10 μl qPCR reaction consisted of 2× SSoAdvanced Universal SYBR green qPCR Master Mix (Bio-Rad, Hercules, CA), 200 nM each forward and reverse primer, and 3.2 μl ChIP DNA. PCR of each target was performed in triplicate using the CFX384 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA) with the following thermocycling conditions: initial denaturation at 98°C for 3 min followed by 40 cycles of 98°C for 15 s and 60°C for 22 s. Nuclease-free water was included as the no-template control. Ct values were used to calculate the percent input/fold enrichment above the IgG/NTC controls. Primers used to amplify the 5′ region of Cebpg were CCT TGA GGG TTC TTC GGC TG (forward) and CTG TGG TGT GCT CGA GTG AT (reverse).

### Generation of CEBPG Knockdown in 50B11 Cells

Stable knockdown of Cebpg in 50B11 cells was done by transfecting 50B11 cells with pGFP-C-shLenti carrying shRNA against Cebpg (1μg/ml; TL709448; Origene, Rockville, MD) following the manufacturer’s recommendations. A 29-mer scrambled shRNA cassette in the pGFP-C-shLenti vector (TR30021; Origene) was used as the off-target control. Transduced cells then underwent puromycin selection and visible confirmation for GFP. Cebpg knockdown efficiency compared to control was verified by Western blot (Online Resource 3).

### Western Blot

Whole-cell lysates (50μg/sample) were run on 12% SDS-PAGE and transferred to a nitrocellulose membrane. The membrane was blocked for 1 h with 5% blocking buffer (Bio Rad, Cat# 1706404) and incubated overnight at 4°C with primary rabbit polyclonal anti-CEBPG antibody (1:1000; MyBioSource, Cat# MBS8241686) and anti-β-actin antibody (1:1000; Cell Signaling, Cat# 4970S). Targets were detected after incubation with a goat anti-rabbit secondary antibody horseradish peroxidase-conjugated (1:10,000; Cell Signaling, Cat# 7074P2) for 1 h and visualized with the chemiluminescence reagent (Immobilon Forte Western HRP Substrate; Millipore, Cat# WBLOF0100). Images of the membrane were captured by the ImageQuant LAS 4000 (GE Healthcare life Sciences).

### RNA-seq

Total RNA was extracted from transgenic Cebpg knockdown and control 50B11 cell lines using trizol-chloroform. The RNA Clean and Concentrate-5 kit was used to clean up RNA from the aqueous phase with on column DNAseI digestion. RNA concentration was measured using the NanoDrop One Spectrophotometer (Thermo Fisher Scientific, Waltham, MA) and RNA integrity was assessed using RNA Nano Eukaryote chips in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). One microgram of total RNA was used to construct sequencing libraries as previously described [1, 11]. Strand-specific RNA libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with NEBNEXT poly(A) mRNA Isolation Module (New England Biolabs) according to the manufacturer’s recommendations. Samples were barcoded using the recommended NEBNext Multiplex Oligos (New England Biolabs). The size range and quality of libraries were verified on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA-seq libraries were quantified by qPCR using the KAPA library quantification kit (KAPA Biosystems, Wilmington, MA). Each library was normalized to 2nM and pooled in equimolar concentrations. Single-end sequencing (i.e., 1X75bp) was performed in a single run on an Illumina NextSeq 500 (Illumina, San Diego, CA). Three independent experimental replicates were run for the Cebpg shRNA-mediated knockdown and shRNA control transgenic lines for a total of 6 libraries.

### Data Analysis

#### ChIP-seq

Raw fastq files were aligned to rat RN6 genome using Bowtie2 [26]. Duplicated reads were removed using Picard tools [27]. Peak calling was performed with MACS2 [28]. Regions of H3K4me1 enrichment were identified by MACS2 for the CCI biological duplicates and separately for the Naive biological duplicates using input samples as controls and the following settings: --keep-dup all -B --SPRM --nomodel --broad. All regions found to be enriched in either group were merged into a single list and overlapping regions reduced to be expressed as a single region.

#### ATAC-seq

Paired-end reads were trimmed using Trimmomatic [29] to remove adaptors. The trimmed reads were then aligned to rat genome rn6 using Bowtie2 [26] with the following parameters: X2000—no-mixed—no-discordant. Reads with a mapping quality score less than 10 were removed using SAMtools [30] and duplicated reads were removed using the MarkDuplicates function in Picard. The genomic coordinates for each read were then shifted 4 bases (positive strand) or 5 bases (negative strand) 5′ relative to the reference genome to adjust each read for the Tn5 binding footprint [8]. Each read was then trimmed to produce a single base located at the 5′ end of each read. Each single base read was extended 75 bases in each direction so that the Tn5 insertion site was located at the center of a 150-base read. These shifted reads were provided as input for peak calling with MACS2 using the following parameters: --nomodel --extsize 150 -B --keep-dup all --call-summits. The read density was calculated in 300 nucleotide bins across the genome for each sample.

#### Visualization

Tracks for each sample were created for visualization in IGV. The number of slopped insertion sites for each sample was downsampled to 30 million and converted to bigWig files using ucsctools. To create an aggregated track for each treatment group, all slopped insertion sites were concatenated into a single file and downsampled to 125 million sites for each group. These files were then converted into bigWig format. In IGV, these aggregated tracks were subtracted to create an additional track to visualize regions of increased and decreased DNA accessibility.

#### Identification of Differentially Accessible Regions

Only regions where both H3K4me1 enrichment and accessibility in one or more samples by ATAC-seq were used to identify regions of differential accessibility. To obtain a consensus list of candidate regions, ATAC-seq peaks from each sample were subsetted by the regions of H3K4me1 enrichment. These regions were evaluated for differential accessibility using DiffBind [31]. To increase the stringency of the analysis, an ATAC-seq peak must have been present in a minimum of 2 samples per group. Therefore, the ATAC-seq peak was required to be present in both CCI samples and 2 of the 3 naive samples for inclusion into analysis. Because the contribution of any single region to the CCI phenotype is predicted to be relatively small, we conducted the differential analysis using a permissive significance threshold of *p*< 0.05 to avoid missing potentially important contributors. The results were annotated using HOMER according to default parameters and merged with the RNA-seq data. Regions that were associated with increased or decreased gene expression were identified. Gene lists were used as input for GO analysis of biological function using the ToppGeneSuite [32]*.* Motif analysis was conducted using the findMotifsGenome.pl command in HOMER and the rn6 genome with the following parameters: -size 200 -len 6, 8, 10, 12.

#### RNA-seq of 50B11 Transgenic Lines

Sequencing reads were aligned to annotated RefSeq genes in the rat reference genome (rn6) using HISAT2 [33] and filtered to remove ribosomal RNA. A gene count matrix that contained raw transcript counts for each annotated gene was generated using the *featureCounts* function of the Subread package in R [34] against the Ensemble rn6 transcriptome. This count matrix was then filtered for low count genes so that only those genes with >0 reads across all samples were retained. We relied on the automatic and independent filtering used by DESeq2 to determine the most appropriate threshold for removing genes with low counts [35]. To identify genes that were differentially regulated with Cepbg shRNA-mediated knockdown, raw transcript counts were normalized, log_2_ transformed, and analyzed using the default procedures in DESeq2 [35]. Adjusted *p*-values were corrected using the Benjamini-Hochberg method. An adjusted *p*-value <0.05 and an absolute log_2_ fold change > 0.5 were used to define differentially expressed genes between knockdown and control. REVIGO was used to reduce and visualize GO enrichment data [36].

### Supplementary Information

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

ESM 6

ESM 7

ESM 8

## Data Availability

Raw and processed sequencing data for all ATAC-seq data and the CHIP-seq data have been deposited in the NCBI GEO database under accession #GSE210321. The RNA-seq data files for the naïve and CCI groups were previously published and are available under accession #GEO100122 [11].

How the deposited data were processed for this re-analysis (not part of the article)

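Chromatin accessibility was measured by ATAC-seq in the ipsilateral lumbar DRGs of 2 rats 14 days after CCI and 3 naive rats, with 1 rat per library. H3K4me1 was measured by ChIP-seq in 2 CCI and 2 naive samples of 3 pooled rats each. For ATAC-seq, the authors trimmed the reads, aligned them to rn6 with Bowtie2, removed reads of low mapping quality and duplicates, centred a fragment on each Tn5 insertion, called regions in each library with MACS2 and counted reads over the merged regions with DiffBind. The deposited signal is the number of reads per region and library divided by a size factor, the ratio of the library's uniquely aligned reads to those of naive rat 2, and its lowest value is 1 read. For ChIP-seq, the authors called broad regions with MACS2 against input and deposited one merged list of region positions without values per sample. The versions of these programs are not named in the paper's text.

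From the deposited signal, whole reads were recovered by multiplying by the size factors, and 100% of the values were whole numbers of reads within the rounding of the deposited values. Between 4633807 and 13248437 reads per library fell in the accessible regions. With a median of 20 reads per tested region in the smallest library, counting error limits the precision of single regions. The fold change of a region with 3 reads or fewer in every library of a group is especially imprecise. These limits cover counting error only.

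Overlaps between accessible regions and H3K4me1 regions were found with bedtools 2.31.1, with a minimum of 1 bp. The main comparison of CCI with naive rats used limma 3.58.1 in R 4.3.3 on log2(value + 1), with a mean-variance trend, no covariates, and a two-sided p below 0.01 as threshold. The methods of the paper give a threshold of 0.05, while the largest p in the lists of DARs in Online Resources 5 and 6 is 0.00997, so 0.01 was used and 0.05 was tried as an alternative. DiffBind itself was not run. The filter on regions present in a minimum number of libraries per group was not applied, since it needs the regions called in each library. PCA was run on log2(value + 1) with regions centred and not scaled, and samples were clustered on Pearson correlations. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

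The alternatives tried were p below 0.05, a Benjamini-Hochberg adjusted p below 0.05, pseudocounts of 0.1 and 10, leaving out the 25% of regions with the lowest mean, median-of-ratios rescaling, quantile and cyclic loess normalization, limma without a trend, a replicate block, leaving out each rat, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (Wald test) on the recovered reads with the deposited size factors, testing all 186719 regions, a minimum overlap of 50% of the accessible region, H3K4me1 regions of at least 1 kb, a distance of 3 kb to the TSS, reads per base, and scaling before PCA. After the values had been seen, 6 more were added. They were edgeR with TMM factors, centring of each library on the median of each chromosome or of each 1 Mb window, with the chromosome's median in windows of fewer than 20 regions, window centring followed by centring on each of 5 equal classes of regions by signal, the recovered reads drawn at random down to the depth of the smallest library, and the test of all regions for the promoter list. The centring by signal was applied to the numbers of DARs only, and the equal depth to these and to the spread of chromosome medians. The replicate block paired CCI and naive rats with the same replicate number in the sample labels, which is the only source of the pairing, since the rats are different animals.

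Regions named in the text include those the paper names by gene or position. For genes labelled in Fig. 4a, the regions listed as more accessible in Online Resource 6 were taken. For genes labelled in Fig. 4c, those listed as less accessible were taken. The other named regions had the 5 largest log2 fold changes in each direction. They were chosen among DARs in which both CCI values lay on one side of all naive values. Gene names come from Online Resources 5, 6 and 9. The list of Online Resource 6 as read here is shortened and holds 1998 of the paper's 2145 regions. No region was found in the lists as read here for 4 genes that the paper names, *Trpv1*, *Trpa1*, *Rab11fip4* and *Ptk2b*. Listed regions were matched by exact coordinates and otherwise by the largest overlap.

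The tests were tried on simulated reads with the means and library sizes of the real regions. The spread was that typical of regions with the same mean, not each region's own. Among 58445 tested regions, 200 were changed by a log2 fold change of 1 or 2. All 200 were drawn from regions with mean normalized reads above the median of the tested regions. Limma with a trend recovered 177 (88.5%) of them, including 78.3% of those changed by 1. It called 536 (0.920%) of the unchanged regions. Recovery in weaker regions was not tried. edgeR recovered 91.0% and DESeq2 87.0%.

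Motif enrichment, gene ontology, intergenic and promoter classes, the regions called in each library, and RNA-seq, luciferase, protein array and knockdown experiments were not analysed here.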

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

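The paper's methods limit the test to accessible regions that overlap H3K4me1. A closer look was taken at the accessible regions outside H3K4me1 regions, which the paper's test of consensus regions leaves out and which also held differences between CCI and naive rats. Every test of this result was chosen only after the result was seen.

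Of the 128274 accessible regions outside H3K4me1 regions, 3649 (2.84%) had a limma p below 0.01, where 1283 would pass by chance. The share was lower than the 5.25% of the regions that overlapped H3K4me1, and that difference in shares was not tested. When all 186719 regions were tested together, 3548 regions outside H3K4me1 had a p below 0.01, of which 1958 were more accessible and 1590 less accessible after CCI, and 336 had a Benjamini-Hochberg adjusted p below 0.05.

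Of the 4 splits of the 5 rats that part both same-numbered pairs of a CCI and a naive rat, 1 gave as many of these regions, namely the real one. The other 9 of all 10 splits into 2 and 3 rats gave 63 to 1576. A design of this size cannot give a share under 0.25 among those 4 splits or under 0.1 among all 10. The number therefore cannot be told apart from a chance difference between these rats. After the median of each 1 Mb window was removed from each library, 2503 regions outside H3K4me1 had a p below 0.01. The other splits gave at most 1482. Differences therefore remained once a shift shared by neighbouring regions was removed. The count does not show how many of the 3649 regions passed again. GC content was not tested for these regions.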

How the results depend on the processing

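Alternatives were listed before the data were examined, apart from edgeR with TMM factors, chromosome centring, 1 Mb window centring, window centring followed by centring on 5 equal classes of regions by signal, reads drawn down to equal depth, and the test of all regions for the promoter list, which were chosen after seeing the data. The cause of the changes below was not tested. No direction of a named region reversed under any alternative.

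At p below 0.05 there were 8736 DARs, 6015 more and 2721 less accessible, including 470 promoter regions of Online Resource 5. At a Benjamini-Hochberg adjusted p below 0.05 there were 438 DARs (195 more and 243 less), including 47 regions of Online Resource 5 and 408 of Online Resource 6.

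Rescaling changed the balance of more and less accessible DARs. Median-of-ratios rescaling gave 5280 DARs, 1831 more accessible and 3449 less. Quantile normalization gave 6537 (3640 less) and cyclic loess normalization 6448 (3594 less), with 470 and 470 regions of Online Resource 5. edgeR with TMM factors gave 5628 (3511 less), with 469 regions of Online Resource 5. More accessible regions made up 34.7%, 44.3%, 44.3% and 37.6% of the DARs under these 4 settings, against 64.0% with the values as deposited. Chromosome centring gave 2854 DARs, 875 more and 1979 less (30.7% more). They included 81 more and 137 less accessible regions of Online Resource 5, and 510 and 772 of Online Resource 6. Window centring gave 2416, 379 more and 2037 less (15.7% more), with 123 regions of Online Resource 5 and 789 of Online Resource 6, and 1105 of its DARs were also DARs with the values as deposited. Window centring followed by centring on 5 equal classes by signal gave 2262 DARs, 794 more and 1468 less (35.1% more).

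Without the mean-variance trend there were 1763 DARs (1202 more and 561 less), 38 regions of Online Resource 5 and 625 of Online Resource 6. None of the tested regions then had a Benjamini-Hochberg adjusted p below 0.05 (0 regions), while 7350 had an unadjusted p below 0.05. Testing all 186719 regions gave 6703 DARs in and outside H3K4me1, with 324 regions of Online Resource 5.

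Across the 3 fits that each left out one naive rat, there were 1477 to 3224 DARs, 956 to 2434 more accessible and 521 to 790 less accessible, with 93 to 292 regions of Online Resource 5 and 856 to 1463 of Online Resource 6. At a Benjamini-Hochberg adjusted p below 0.05, there were 13, 371 and 138 DARs without naive rats 1, 2 and 3. Leaving out a CCI rat leaves 1 rat in that group, so these fits gave log2 fold changes and no calls.

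With the replicate block, which paired CCI and naive rats of the same number, there were 1416 DARs (985 more and 431 less), 39 regions of Online Resource 5 and 584 of Online Resource 6. Same-numbered rats are different animals, and the mean correlation of their deviations from the group means was -0.080.

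The total on the first 2 principal components was 59.2% over all regions with scaling, 62.9% with a pseudocount of 10, 57.2% with quantile normalization and 60.7% with window centring. Over the DARs these totals were 88.3%, 88.4%, 87.2% and 82.4%, and over the regions of Online Resource 6 they were 92.6%, 92.4%, 91.3% and 86.1%. The first component separated the groups in each case. With H3K4me1 regions of at least 1 kb, 33775 accessible regions overlapped. The ratio of accessibility near the TSS was 1.70 per base over the regions read from Online Resource 6.

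Counts under pseudocounts of 0.1 and 10, the filter on low means, edgeR and DESeq2 with the deposited size factors, the 50% overlap and reads drawn down to equal depth stayed within 1.5 times the main counts of DARs. Over 37 named regions and 658 values under alternatives, 577 kept their direction and side of the threshold, 60 passed it no longer, 7 passed it newly, and 14 without a test moved by more than the spread between rats. The 60 came from 19 regions, with 13 under window centring, 10 under the replicate block, 8 under chromosome centring and 7 without the trend.

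The smallest library had a median of 20 reads per tested region. In data simulated with these library sizes, the changed regions all lay above the median signal of the tested regions. Among them, limma recovered 78.3% of regions changed by 1 on the log2 scale and 100% of those changed by 2. Changes of 1 were therefore missed more often than changes of 2, and recovery in weaker regions was not tried.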

Differences from the paper's values

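Here 1962 tested regions were more accessible after CCI, against the paper's about 1300 in Fig. 3b, read by eye. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with a pseudocount of 0.1 (1936), without the 25% of regions with the lowest means (1817), with median-of-ratios rescaling (1831), without the trend (1202), with the replicate block (985), without naive replicate 1 (956) or 3 (1373), and with DESeq2 (1390). It did not with p below 0.05 (6015), a Benjamini-Hochberg adjusted p below 0.05 (195), a pseudocount of 10 (2141), quantile normalization (2897), cyclic loess normalization (2854), without naive replicate 2 (2434), or with edgeR (2335). Of the settings chosen after seeing the values, chromosome centring (875) and reads drawn down to equal depth (1621) came within 1.5 times the paper's, and edgeR with TMM factors (2117), window centring (379) and window centring followed by centring on 5 equal classes by signal (794) did not.

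Of the paper's 476 promoter DARs, 310 were called here in the listed direction. The count came within 1.5 times the paper's at p below 0.05 (470), with median-of-ratios rescaling (461), quantile normalization (470), cyclic loess normalization (470) and DESeq2 (433). It did not with a Benjamini-Hochberg adjusted p below 0.05 (47), pseudocounts of 0.1 (312) and 10 (307), without the 25% of regions with the lowest means (296), without the trend (38), with the replicate block (39), without naive replicate 1 (93), 2 (292) or 3 (120), or with edgeR (315). Of the settings chosen for this count after seeing the values, edgeR with TMM factors (469) and the test of all 186719 regions (324) came within 1.5 times the paper's, and chromosome centring (218) and window centring (123) did not. The 6 listed promoter regions outside H3K4me1 were tested only in the test of all regions.

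The increase in accessibility at the *Ctsb* region was 127% here, against the 26% in the paper's text. The paper's own Online Resource 6 gives a log2 fold change of 1.18 for this region, and it was 1.19 here, so the gap is to the text and not to the list. The paper's text does not give the scale of its 26%. A ratio of log2 values was not tried here, so a difference of scale remains open. Among the alternatives set before the data were examined, the gap to the paper's value was smaller than the propagated SD of 77.7 percentage points with a pseudocount of 10 (90.8%) and without naive replicate 2 (101%). It was larger with a pseudocount of 0.1 (133%), without the 25% of regions with the lowest means (128%), with median-of-ratios rescaling (109%), quantile normalization (112%), cyclic loess normalization (114%), without the trend (128%), with the replicate block (168%), without naive replicate 1 (119%) or 3 (168%), without CCI replicate 1 (109%) or 2 (148%), with edgeR (125%) and with DESeq2 (126%). With window centring, chosen after seeing the values, the increase was 82.1%, a gap below that SD.

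The paper presents segment E among regions of differential accessibility, and its region was not past the threshold of 0.01 here (log2 fold change 1.78, limma's adjusted p = 0.218). It passed the threshold of 0.01 with a pseudocount of 10, without the trend, without naive replicate 1 or 2, with edgeR and with DESeq2, and also with edgeR and TMM factors, which were chosen after seeing the values.

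Of the 1998 regions read from Online Resource 6, 1690 were called here with the listed direction. DESeq2 called 1973 of them, and 1996 were called at p below 0.05. The total number of DARs was 3066 here and 2237 with DESeq2, against the paper's 2145.

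One sentence of the paper's results describes the consensus regions as H3K4me1 regions that overlap accessible ones, while the legend of Fig. 3b and the methods describe accessible regions that overlap H3K4me1. Here 48376 H3K4me1 regions (22.9%) overlapped an accessible region, and 58445 accessible regions overlapped an H3K4me1 region. The results text of the paper gives the larger number of ATAC-seq replicates to the CCI group. The libraries analysed here are from 2 CCI rats and 3 naive rats.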

Other observations

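The comparisons of the number of DARs with the other splits of the rats and with the split by sequencing depth were chosen before that number was seen, and every other test below was chosen only after the result it measures was seen.

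The number of DARs was compared with that of other groupings of the same rats. Of the 4 splits that part both same-numbered pairs, 1 gave as many as 3066 DARs, namely the real one, and the other 9 of all 10 splits gave 66 to 1659. The share cannot fall under 0.25 among those 4 splits or under 0.1 among all 10, so the number cannot be told apart from a chance difference between these rats. When the 2 deepest libraries, CCI rat 2 and naive rat 1, were set against the others, 84 regions passed. That split mixes CCI and naive rats, so a low count follows from any difference between the groups and does not tell whether sequencing depth matters. When the recovered reads of each library were drawn at random down to the depth of the smallest, 2604 regions passed. Of these, 2000 were DARs at full depth in the same direction, and the other splits gave 99 to 1629. Unequal numbers of reads alone therefore do not account for most of the DARs. Random drawing keeps any bias of a library, so a bias tied to depth remains open. After the median of each 1 Mb window was removed from each library, 2416 regions passed and the other splits gave 121 to 1347.

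Fold changes after CCI differed between whole chromosomes, which the paper does not report. The standard deviation of the chromosome medians of the log2 fold change was 0.145, and the highest medians were those of chromosomes 12 and 10. Among the regions read from the paper's own list in Online Resource 6, 413 of 418 regions on chromosomes 10 and 12 (98.8%) were more accessible, against 16 of 170 on chromosomes X and 2 (9.41%). Windows of 1 Mb held 25.0% of the variance of the log2 fold change over all regions, and at most 5.06% in 100 random assignments of regions to windows. In the window that starts at 56 Mb of chromosome 10, chosen after its values were seen, 25 of 25 DARs were more accessible with the values as deposited. In reads simulated with the windows' shifts and no other change, limma called 3581 regions, 3279 more accessible and 302 less accessible, and 487 after window centring.

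Of the 1962 DARs more accessible with the values as deposited, 13.7% passed the threshold in the same direction after window centring. Of the 1104 less accessible DARs, 75.7% did. Part of this contrast is built in, since the median of a window comes from all accessible regions. After window centring the median log2 fold change was 0.17 in the fifth of regions with the fewest reads and -0.12 in the fifth of regions with the most, the latter of which held 27155 of the 58445 tested regions. When the median of each of the 5 equal classes of regions by signal was then removed too, 22.9% of the more accessible and 66.8% of the less accessible DARs passed in the same direction. A candidate explanation for most of the more accessible DARs is therefore a shift shared by neighbouring regions, and such a shift does not account for most of the less accessible DARs. Centring removes a regional effect whether it arises from the libraries or from the injury.

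Several explanations of the differences between chromosomes were tested. Of the 4 splits that part both same-numbered pairs, 1 gave as large a spread of chromosome medians, namely the real one. No smaller share is possible among these 4 splits, so a chance difference between rats cannot be ruled out. The other 9 of all 10 splits gave 0.0120 to 0.131, the largest with naive rats 1 and 3 set against the others. The spread was 0.0402 when the 2 deepest libraries were set against the others, a split that mixes the groups and so does not tell whether depth matters. The spread was 0.144 after the reads of each library were drawn down to the depth of the smallest, so unequal numbers of reads alone do not account for it. Random drawing keeps any bias of a library, so a bias tied to depth remains open. Chromosome medians inside and outside H3K4me1 regions had a Pearson r of 0.938 over 21 chromosomes, so the shift was not limited to H3K4me1 regions. The spread was 0.158 in the fifth of regions with the most reads and 0.217 in the fifth with the fewest, so weak regions do not account for it. Across windows, which are not independent replicates, the median log2 fold change rose with the number of H3K4me1 regions, with a Spearman rho of 0.758 over 2715 windows, which is in line with a bias or a change tied to gene-dense sequence. Naive rats also differed from each other along the same windows. The smallest absolute Spearman rho between CCI against 1 naive rat and the difference of the other 2 naive rats was 0.366, so differences between libraries that need no injury may contribute. The spread of chromosome medians was 0.0448 to 0.0883 between pairs of naive rats, 0.0597 between the CCI rats and 0.0653 to 0.222 between a CCI rat and a naive rat. GC content was not measured on the regions. The consensus sequences of the 46 motifs that the paper lists for more accessible regions held 51.2% GC on average, and those of the 41 motifs for less accessible regions 48.8%, a difference of 2.41 percentage points (two-sided permutation test, p = 0.478), which leaves GC content open. The differences between chromosomes therefore cannot be told apart from differences between libraries, sequence composition or chance, and an effect of the injury on large chromosomal domains remains a further possibility that 2 rats against 3 do not separate from them.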
